# Rock1 & 2 Perform Overlapping and Unique Roles in Angiogenesis and Angiosarcoma Tumor Progression

**DOI:** 10.2174/1566524011307010205

**Published:** 2013-01

**Authors:** J Montalvo, C Spencer, A Hackathorn, K Masterjohn, A Perkins, C Doty, A Arumugam, PP Ongusaha, R Lakshmanaswamy, JK Liao, DC Mitchell, BA Bryan

**Keywords:** Angiogenesis, cytoskeleton, endothelial cell, rho kinase, ROCK, vascular endothelial growth factor.

## Abstract

The serine/threonine protein kinase paralogs ROCK1 & 2 have been implicated as essential modulators of angiogenesis; however their paralog-specific roles in endothelial function are unknown. shRNA knockdown of ROCK1 or 2 in endothelial cells resulted in a significant disruption of *in vitro* capillary network formation, cell polarization, and cell migration compared to cells harboring non-targeting control shRNA plasmids. Knockdowns led to alterations in cytoskeletal dynamics due to ROCK1 & 2-mediated reductions in actin isoform expression, and ROCK2-specific reduction in myosin phosphatase and cofilin phosphorylation. Knockdowns enhanced cell survival and led to ROCK1 & 2-mediated reduction in caspase 6 and 9 cleavage, and a ROCK2-specific reduction in caspase 3 cleavage. Microarray analysis of ROCK knockdown lines revealed overlapping and unique control of global transcription by the paralogs, and a reduction in the transcriptional regulation of just under 50% of VEGF responsive genes. Finally, paralog knockdown in xenograft angiosarcoma tumors resulted in a significant reduction in tumor formation. Our data reveals that ROCK1 & 2 exhibit overlapping and unique roles in normal and dysfunctional endothelial cells, that alterations in cytoskeletal dynamics are capable of overriding mitogen activated transcription, and that therapeutic targeting of ROCK signaling may have profound impacts for targeting angiogenesis.

## INTRODUCTION

The RhoA small GTPase and its serine/threonine kinase downstream effector Rho-kinase proteins (ROCK1 & 2) control a wide variety of ubiquitous biological processes including cytoskeleton dynamics, cell movement, proliferation, survival, differentiation, and gene expression [1]. The most understood cellular roles of ROCK proteins are stabilization of actin filaments *via* an inhibitory phosphorylation of LIM kinase, and promotion of cellular contraction and cell substratum contacts *via* increasing myosin motor protein activity through an activating phosphorylation of myosin light chain and an inhibitory phosphorylation of MLC phosphatase [2]. Due to the extensive use of non-selective pharmacological inhibitors of ROCK1 & 2 it is historically believed that these proteins perform overlapping biological roles, however several recent experiments suggest they display distinct functions in development and cell physiology. ROCK1(-/-) mice result in lethality soon after birth, displaying failure of eyelid and ventral body wall closure [3], while ROCK2(-/-) mice experience embryonic lethality due to interuterine growth retardation and placental dysfunction [4]. Viable fertile litters have been reported for ROCK1(+/-) and ROCK2(+/-) mice, however ROCK1(+/-) mice exhibit increased resistance to perivascular fibrosis and reduced vascular injury-induced neointima formation [5, 6], while ROCK2(+/-) mice display decreased platelet endothelial cell adhesion molecule staining of endothelial cells in the lung [7]. Only a handful of recent reports have utilized RNAi technology to singularly disrupt each ROCK paralog *in vitro*, demonstrating unique roles for each protein in the control of actin-cytoskeleton dynamics and cell morphogenesis, migration, cell fate decisions, and extracellular matrix assembly [7-13]. These data collectively suggest that ROCK1 and 2 paralogs perform, at least to some degree, unique biological roles in cell function.

Using *in vivo *and* in vitro* angiogenic assays, several labs have reported that disruption of RhoA/ROCK signaling inhibits vascular endothelial growth factor (VEGF)-mediated endothelial cell activation [7, 14-19]. Moreover, tumor derived endothelial cells display an enhanced ability to organize into capillary networks, correlating with a constitutively high level of RhoA/ROCK signaling [20]. Disruption of ROCK activity in tumor derived endothelial cells normalized network formation to that observed in non-tumor endothelial cells. Our lab has published preliminary data using transiently expressed small interfering RNA (siRNA) technology suggesting that ROCK1 & 2 are both essential for *in vitro* capillary network formation; however the individual contributions of these paralogs to physiological or aberrant endothelial processes are largely unknown. In the present study, we investigate the unique cellular roles of ROCK1 & 2 proteins in endothelial cells and angiosarcoma tumor progression using stably expressed short hairpin RNA (shRNA) plasmids specific for ROCK1 or ROCK2.

## MATERIALS AND METHODS

### Cell Culture and Treatments

MS1 mouse pancreatic endothelial cells (ATCC# CRL-2279), SVR mouse engineered angiosarcoma cells (ATCC# CRL-2280), and B16F1 mouse melanoma cells (ATCC# CRL-6323) were maintained in Dulbecco’s modified Eagle’s media (DMEM) supplemented with 10% fetal bovine serum (FBS), 80 U/ml penicillin, and 50 µg/ml streptomycin C. Cells were treated as indicated with the following concentrations: human recombinant VEGF_165_ (VEGF) (2.5 ng/ml) or Y27632 (10 mM) as previously described [7]. shRNA vectors (SABiosciences) (Table **1**) were transfected using Lipofectamine 2000, and cell pools were stably selected with hygromycin (*MS1 cells*) or puromycin (*SVR cells*).

### Matrigel Angiogenesis Assays

Matrigel capillary network formation assays were performed as previously described [7].

### Tumor Assays

Angiosarcoma tumors were grown using the gelatin sponge-chorioallantoic membrane (CAM) assay according to previously published methods [21]. A hand-cut 1 mm^3^ gelatin sponge (Harvard Apparatus) containing 20,000 dissociated tumor cells was placed onto the CAM of 8 day old fertilized chicken eggs (Charles River Laboratories) and the window was sealed with sterile parafilm. After 8 days growth, tumors were collected, weighed, and photographed on a lightbox. In total, greater than 20 CAMs were collected per condition.

### Immunofluorescence

MS1 cells were grown on glass cover slips, fixed for 10 minutes in 4% paraformaldehyde, and permeabilized for 5 minutes with 0.02% Triton X-100. For actin visualization, coverslips were incubated with rhodamine-conjugated phalloidin for 20 minutes. For ROCK1 & 2 detection, coverslips were stained with antibodies specific to ROCK1 (Abcam #AB58305; Santa Cruz Biotechnology #SC17794) or ROCK2 (Abcam #AB71598; Santa Cruz #SC5561) for 1 hour, and detected with fluorescently labeled secondary antibodies (Invitrogen). As a counterstain, nuclei were detected *via* 5 minute incubation with 4',6-diamidino-2-phenylindole (DAPI) (Sigma). Fluorescence images were captured on a Nikon Eclipse Ti laser scanning confocal microscope.

### RT-PCR

RNA was extracted using TRI Reagent (Molecular Research Center) according to the manufacturer’s instructions. RNA was converted to cDNA using Verso cDNA kit (Thermo Scientific) according to the manufacturer’s instructions. PCR amplification of specific cDNAs was performed using primers designed by Primer Blast (http://www.ncbi.nlm.nih.gov/tools/pri mer-blast). Glyceraldehyde 3-phosphate dehydrogenase (Gapdh) levels were used as a control. Ethidium bromide stained bands were imaged with a GE Image Quant Las4000 imaging station.

### Scratch/Migration Assay

MS1 cells were seeded onto 6-well plates, grown to 100% confluence, and wounded with a sterile pipette tip to remove cells in two perpendicular linear scratches. The progress of migration was photographed immediately following injury and at 12 hr after wounding with a SPOT camera attached to a Nikon Eclipse T150 inverted microscope using SPOT software.

### Underagar Migration Assay

Co-culture migration assays were performed as previously described [22]. Briefly, a (6) well dish was filled with an agarose/culture media mixture containing two wells physically spaced 2.4 mm apart—one containing B16F1 mouse melanoma cells and the other engineered endothelial cells. Co-cultures were incubated for the indicated time course and chemotaxis toward each cell type was quantified using a Nikon Eclipse T150 inverted microscope using SPOT software.

### Proliferation and Survival Assays

For proliferation assays, cells were plated at low confluency and cultured in DMEM (10% FBS). For proliferation assays involving conditioned media, cells were plated at low confluency and cultured in a ratio of 1:1 DMEM (1% FBS):B16F1 conditioned media. For survival assays using cytotoxic agents, cells were plated at 100% confluence in DMEM (10% FBS) and treated with 1 µM cisplatin for 2 days, 1 µM paclitaxel for 5 days, 1 µM busulfan for 2 days, or 10 seconds of 253 nm shortwave ultraviolet radiation using a CL-1000 UV crosslinker (survival was assayed after 24 hours). For survival measurements following serum starvation, cells were plated at 100% confluency in DMEM (0.1% FBS) and allowed to grow for 7 days without media changes. To quantify cell number, MTT assays (Cayman Chemicals) were performed according to the manufacturer’s directions.

### Flow Cytometric Cell Cycle Analysis

Cells were trypsinized, washed in phosphate buffered saline (PBS), and fixed overnight at 4^o^C in a 7:3 ratio of ethanol:PBS. Cells were washed twice in PBS and resuspended in PBS containing 50 µg/ml propidium iodide and 50 µg/ml RNase A. Cells were incubated at 4^o^C overnight and analyzed using an Accuri C6 flow cytometer.

### Western Blotting

Cell lysates were subjected to Western blotting with an antibodies against ROCK1 (Abcam #AB58305), ROCK2 (Abcam #AB71598), phospho-MBS (Abcam #ab59203), MBS (Abcam #ab59235), phospho-cofilin (Cell Signaling #3313), cofilin (Cell Signaling #3318), phospho-ERM (Cell Signaling #3149), ERM (Cell Signaling #3142), cleaved caspase-3 (Cell Signaling #9664), -6 (Cell Signaling #9761), and -9 (Cell Signaling #9509), and tubulin (Santa Cruz #23948), followed by secondary incubation with horse radish peroxidase (HRP) conjugated mono- or poly-clonal antibodies (Invitrogen). HRP was detected with Supersignal West Dura kit (Thermo Scientific) and imaged with a GE Image Quant Las4000 imaging station.

### Microarray Analysis

Six independent biological replicates from each indicated condition were pooled and subjected to triplicate microarray analysis per sample. DNA microarray analysis was performed using the Mouse v2 Whole Genome OneArray (Phalanx Biotech) as previously described [23]. Statistical analysis of the datasets was performed with GeneSpring software using an unpaired t-test (p<0.01). The false discovery rate (FDR) was calculated using the Benjamini Hochberg FDR multiple testing correction. The data discussed in this publication have been deposited in the NIH Gene Expression Omnibus (GEO) and are accessible through GEO accession # GSE34769.

## RESULTS

*ROCK paralogs are expressed in endothelial cells and display distinct subcellular localization.* ROCK1 & 2 are ubiquitously expressed protein kinases. To demonstrate the expression of these paralogs in MILE SVEN 1 (MS1) pancreatic islet endothelial cells, which is a well established mouse endothelial line previously developed in Judah Folkman’s laboratory [24], we performed Western analysis to reveal that both ROCK1 & 2 are present at detectable levels (Fig. **1A**). While changes in ROCK1 or 2 subcellular localization was not observed following stimulation of serum starved endothelial cells with 2.5 ng/ml VEGF (Supplementary Fig. **1**), we discovered that in endothelial cells grow under standard culture conditions ROCK1 & 2 localized to punctuate regions, with ROCK1 highly localizing to regions of cell-to-cell adhesion (Fig. **1B**). Co-staining for ROCK1 & 2 revealed that these proteins largely did not co-localize, suggesting they may perform unique functions in endothelial cells.

*shRNA knockdown of ROCK1 or ROCK2 results in disruption of angiogenic properties of endothelial cells.* MS1 endothelial cells were stably transfected with either non-targeting (control) shRNA or a panel of ROCK1 or ROCK2 shRNA plasmids. To confirm the effectiveness of shRNA knockdown of the ROCK transcripts, semi-quantitative reverse transcriptase polymerase chain reaction (RT-PCR) detecting ROCK1 or ROCK2 steady state mRNA transcript levels was performed on cDNA generated from each culture. Effective knockdown was observed (Fig. **2A, B**), and constructs ROCK1 shRNA-C and ROCK2 shRNA-B (Table **1**) were further confirmed to effectively knock down ROCK proteins levels *via* Western analysis (Fig. **2C**). Moreover, ROCK1 shRNA did not affect ROCK2 steady state protein levels, and ROCK2 shRNA did not affect ROCK1 steady state protein levels (Fig. **2C**), indicating no cross reactivity between the two constructs. We attempted combined double shRNA knockdowns of ROCK1 & 2, but unfortunately failed to obtain surviving endothelial colonies post selection.

We have previously demonstrated that ablation of ROCK1 & 2 kinase activity with the non-selective ROCK1 & 2 pharmacological inhibitor Y27632 resulted in disrupted angiogenesis [7]. To determine the contribution of the individual ROCK paralogs to capillary network formation, the endothelial cell panel stably overexpressing non-targeting, ROCK1, or ROCK2 shRNA plasmids was subjected to matrigel network formation assays. Network formation was quantified after 8 hours, revealing severe disruptions in network assembly in both ROCK1 & 2 shRNA cells compared to non-targeting shRNA cells (Fig. **2D, E**).

*ROCK paralogs display distinct roles in cell organization and migration.* Endothelial cells stably overexpressing non-targeting, ROCK1, or ROCK2 shRNA, or control endothelial cells treated with Y27632 (to disrupt both ROCK1 and ROCK2 kinase activity) were subjected to scratch wound assays in the presence of sham or 2.5 ng/ml VEGF (a strongly pro-migratory endothelial growth factor) and allowed to subsequently migrate/invade into the wounded area over a period of 12 hours. Y27632 treatment of either sham or VEGF treated endothelial cells resulted in a substantial inhibition of wound closure compared to the control or VEGF-treated cells, respectively (Fig. **3A, C**). Cells knocked down for ROCK1 or 2 expression exhibited a retarded migration in both sham and VEGF treated cells, though neither cell line recapitulated the migration defect observed when the kinase activity of both ROCK1 & 2 was inhibited with Y27632.

It is well established that tumor cells secrete numerous pro-angiogenic growth factors including VEGF, fibroblast growth factor (FGF), etc., inducing a strong chemotactic phenotype in endothelial cells. To evaluate the contribution of ROCK paralogs in endothelial chemotaxis and spontaneous migration toward tumor cells, we utilized an underagar co-culture assay whereby the engineered endothelial cells were physically spaced 2.4 mm apart from highly metastatic B16F1 mouse melanoma tumor cells [22]. Three days post-seeding into the wells, the migratory forefronts of non-targeting shRNA endothelial cells and the melanoma cells had collided, while the forefronts of ROCK1 or 2 knockdown cells were 670 +/- 80 and 920 +/- 110 µm apart, respectively (Fig. **3B, D**). Y27632 treated cultures exhibited a failure to migrate far from their initial wells, however, the use of this pharmacological inhibitor does not allow distinction between ROCK-specific effects in endothelial cells versus melanoma cells as both cell types are exposed to its effects under these conditions and we have previously demonstrated that Y27632 induces significant reductions in melanoma migration [25].

While ROCK activity is reportedly essential for migration in a number of cell types, we sought to determine if paralog specificity played a role in the observed phenotypes. It is common that endothelial cells grown to confluence will polarize in culture, recapitulating the alignment these cells take when forming blood vessels. To examine the effect of ROCK paralogs on endothelial polarization, endothelial cells stably overexpressing non-targeting, ROCK1, or ROCK2 shRNA, or control endothelial cells treated with Y27632 were grown to confluency in standard growth conditions. As observed in Fig. (**4A**), cells harboring non-targeting vectors displayed strong cell alignment and polarization, while those knocked down for ROCK1 or 2 expression or inhibited for ROCK kinase activity displayed largely unorganized growth patterns upon confluence.

To address the contributions of the ROCK paralogs to actin cytoskeletal dynamics in endothelial cells, MS1 cells stably overexpressing non-targeting, ROCK1, or ROCK2 shRNA, or control cells treated with Y27632 were cultured on glass coverslips. Twenty-four hours post-plating, cells were stained with rhodamine-conjugated phalloidin and DAPI, and the actin cytoskeleton was imaged using fluorescent confocal microscopy. Control shRNA cells predominantly displayed well established stress fiber formation throughout the cell body with little to no spacing between individual cells, suggesting strong cell to cell adhesion (Fig. **4B**). In contrast, cells knocked down for ROCK1 or 2 exhibited a significant reduction in stress fiber number and length, multiple regions of strong disorganized actin staining along the cell periphery, and numerous areas where cells appeared to pull away from one another (*solid arrows*). Pharmacological inhibition of ROCK1 & 2 kinase activity with Y27632 displayed limited stress fiber formation accompanied by granularly stained regions reflecting severe actin polymerization issues, as well as strong regions of disorganized actin staining and cell retraction. 

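RNA from MS1 mouse endothelial cells carrying control, ROCK1 or ROCK2 shRNA vectors was hybridized to 3 arrays per line. Acta1, the skeletal muscle alpha actin, fell from a mean signal of 312 in control cells to 14.8 with ROCK1 shRNA, a 21.1-fold lower level (standard error 0.23 on the log2 scale, adjusted p = 9.81e-09 from limma). With ROCK2 shRNA it fell to 23.2, which is 13.5-fold lower (standard error 0.23, adjusted p = 4.04e-08 from limma). Acta2, the smooth muscle alpha actin of stress fibers, had a mean signal of 1378 in control cells, 136 with ROCK1 shRNA (10.1-fold lower, standard error 0.17, adjusted p = 5.69e-09 from limma) and 338 with ROCK2 shRNA (4.08-fold lower, standard error 0.17, adjusted p = 6.52e-07 from limma). A second Acta2 probe fell by 2.81 on the log2 scale with ROCK1 shRNA (adjusted p = 0.0457 from limma). Its value with ROCK2 shRNA, -2.52, did not pass the test (adjusted p = 0.0756 from limma). Fhl1, a LIM-domain protein of muscle cells, was 47.8-fold lower with ROCK1 shRNA and 6.12-fold lower with ROCK2 shRNA. Ccn2, a secreted target of serum response factor, was 3.85-fold lower with ROCK1 shRNA.

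Acta1, Acta2 and Fhl1 were also lower in VEGF-treated control cells than in sham-treated control cells, by 10.2-fold, 16.04-fold and 7.75-fold. Sham-treated control cells came from 1 pool, so a difference of that pool cannot be told apart from effects of the hairpins and of VEGF. Against VEGF-treated control cells, Acta2 in the VEGF-treated lines was 1.67-fold higher with ROCK1 shRNA (adjusted p = 0.00474 from limma, and 0.059 in a fit of the compared arrays alone) and 2.24-fold higher with ROCK2 shRNA (adjusted p = 0.000168), and the log2 changes of Acta1, -0.45 and 0.15, did not pass (adjusted p = 0.175 and 0.683). The second Acta2 probe had log2 changes of -0.12 and -1.26 that did not pass (adjusted p = 0.949 and 0.4). Without array 2 of VEGF-treated ROCK1 shRNA cells the Acta1 change with ROCK1 shRNA was -0.66 and passed (adjusted p = 0.0436). Of 28 measured genes of the serum response factor and contractile program, 12 were lower and 4 higher with ROCK1 shRNA (13 and 4 adjusted over the list alone). With ROCK2 shRNA 17 were lower and 2 higher (17 and 2 adjusted over the list alone). Set against all other genes with camera at a preset correlation of 0.01, the program was lower with ROCK1 shRNA (adjusted p = 0.000915) and with ROCK2 shRNA (adjusted p = 5.86e-06). The list holds Acta1, Acta2 and Fhl1, which the paper's supplemental tables already give as changed on these arrays. Its p-values are thus not independent of these arrays.

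**Figure D1:**
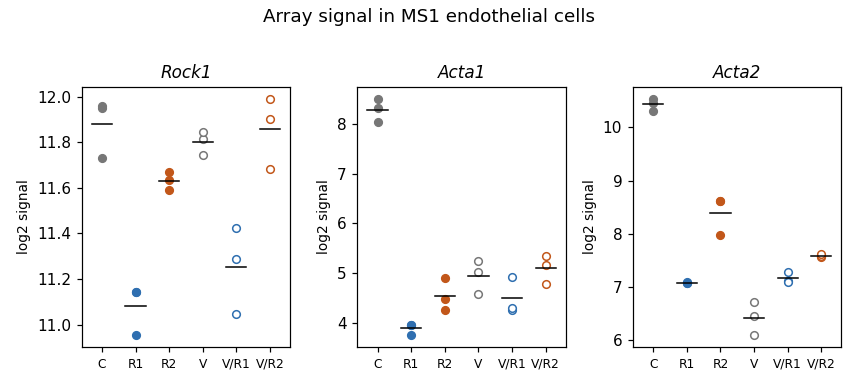
Log2 signal of Rock1, Acta1 and Acta2 on each array of control (C), ROCK1 shRNA (R1), ROCK2 shRNA (R2) and VEGF-treated (V) cells, with filled points for sham, open points for VEGF and lines for group means. Both actins are highest in sham-treated control cells.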

Interestingly, analysis of cDNA generated from these cell lines revealed that the expression/activity of ROCK1 & 2 is essential for the steady state mRNA expression levels of both alpha 1 & 2 isoforms of actin, which are the major constituent of the cellular contractile apparatus (Fig. **4C**, Supplemental Tables **1** and **2**).

A number of proteins are known targets of ROCK phosphorylation, however the most studied include regulation of actin-myosin contraction *via* an inhibitory phosphorylation of the myosin binding subunit (MBS) of myosin phosphatase [26] and regulation of actin polymer stability *via* inhibition of LIMK2/cofilin-mediated actin severing [27]. Protein lysates were collected from endothelial cells stably overexpressing non-targeting, ROCK1, or ROCK2 shRNA plasmids, or control shRNA cells treated with Y27632 and subjected to Western analysis for the phosphorylated and total (both phosphorylated and non-phosphorylated) forms of MBS, cofilin, and ezrin/radixin/moesin (ERM, a downstream target of ROCK’s kinase activity which has been shown in some cell types to link the cytoskeleton to membrane-bound proteins). As evidenced in Fig. (**4D, E**), ROCK2, but not ROCK1, leads to the reduction in MBS and cofilin phosphorylation, suggesting distinct roles of these paralogs in regulating the endothelial cellular cytoskeleton. No significant change was observed in the normalized levels of ERM phosphorylation in any condition.

*ROCK paralog control of endothelial proliferation and survival.* It has been reported that ROCK signaling promotes cell cycle progression into the S phase through a diverse array of downstream targets [28], however our data indicate that in endothelial cells grown under standard culture conditions, loss of ROCK expression or activity exerts no effect on progression through the cell cycle (Fig. **5A, B**) or overall proliferation rate (Fig. **5C**). Moreover, addition of B16F1 melanoma cell conditioned media failed to affect proliferation alterations in the knockdown lines compared to the control (Fig. **5D**). However, subjecting endothelial cells stably overexpressing non-targeting, ROCK1, or ROCK2 shRNA, or control cells treated with Y27632 to serum starvation or cytotoxic treatment led to marked increases in cell survival in cells knocked down for ROCK expression or with inhibition of ROCK kinase activity (Fig. **6A, B**). Moreover, flow cytometric analysis of propidium iodide stained cells under serum starvation conditions revealed significant reductions in the sub-G1 apoptotic peak when ROCK expression or activity was reduced (Fig. **6C**). Under all conditions tested, ROCK2 knockdown cells displayed consistently higher survival rates and less apoptosis compared to ROCK1 knockdown cells. To explain this, we performed Western analysis for caspase cleavage products on lysates collected from each serum starved cell line. As demonstrated in Fig. (**6D**), knockdown of ROCK1 & 2 as well as inhibition of ROCK kinase activity led to a significant reduction in the cleavage products of effector caspases 6 and 9 levels. Interestingly, no difference was observed in the levels of cleavage products for caspase 3 in the endothelial cells harboring non-targeting *vs* ROCK1 shRNA vectors, while ROCK2 knockdown and Y27632 treatment exhibited a marked reduction, suggesting distinct roles for the ROCK paralogs in the regulation of apoptosis.

*ROCK paralog control of global endothelial cell transcription.* Despite the primary focus of most published studies emphasizing ROCK’s regulation of the phosphoproteome, a handful of reports using non-selective pharmacological inhibitors of ROCK1 & 2 activity have demonstrated large scale alterations in global gene expression of *in vivo* melanoma tumors and *in vitro* epithelial, endothelial, and mesenchymal cells [23, 29-31], though no distinction has been made regarding the individual ROCK paralog contributions to gene expression. To determine the effects of ROCK paralog activity on the endothelial global transcriptome, we cultured endothelial cells harboring non-targeting control, ROCK1, or ROCK2 shRNA vectors at 100% confluence and performed microarray analysis on over 24,000 genes. 

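Total RNA from MS1 cells, an endothelial line from mouse pancreatic islets, was labelled and hybridized to 1-colour arrays with 26423 probes for mouse transcripts. Each line had 3 sham arrays, and all 3 received RNA from 1 pool of 6 cultures. Every p-value given here therefore measures the spread between repeated arrays of a pool and not the spread between cultures. The deposited table holds spot intensities from the authors after background subtraction, and each value is a whole number of scanner steps (within 0.05 of a step) multiplied by a factor common to its array. Between 250 and 862 values per sham array were at or below 0 and were treated as missing. The median intensity of an array was 64.5 to 165 in control cells, 171 to 196 with ROCK1 shRNA and 114 to 128 with ROCK2 shRNA, so the arrays were not on the same scale.

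The arrays of all 6 groups of the study were quantile normalized, log2 transformed and fitted together with limma. A probe was called changed at an adjusted p under 0.05 and a change over 3-fold, and signals given here are geometric means after scaling. Other scalings shift all probes at once. Against control cells, the median probe with ROCK1 shRNA had a log2 change of 0.75 with the values as deposited, -0.15 after centring each array on its median and 0.36 after matching 75th percentiles. With ROCK2 shRNA these shifts were 0.18, -0.11 and 0.27. A gene symbol was available for 20377 probes, and no probe carried the symbol Rock2 or Gapdh. Arrays of a group correlated across probes at a Pearson's r of 0.967 or higher, against a median of 0.962 and a highest value of 0.986 between groups, and probes are not independent replicates. The median standard deviation within a group was 0.257 on the log2 scale in control cells, 0.155 with ROCK1 shRNA and 0.112 with ROCK2 shRNA. The number of arrays limits the precision.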

Genes were considered statistically significant if their expression changed by greater than three-fold (p<0.01). 

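Rock1 itself fell from a mean signal of 3767 in control cells to 2165 with ROCK1 shRNA, a 1.74-fold lower level (standard error 0.11 on the log2 scale, adjusted p = 7.24e-05 from limma, n = 3 arrays per group). Another Rock1 probe fell by 0.34 (adjusted p = 0.00594 from limma), and with the values as deposited the main probe's log2 change of -0.50 did not pass (adjusted p = 0.0886). With ROCK2 shRNA the Rock1 probes had log2 changes of -0.25 (adjusted p = 0.103 from limma) and 0.41 (adjusted p = 0.0018). Ripk3, a kinase of necroptosis, rose from 66.2 to 1862 with ROCK1 shRNA, which is 28.1-fold. Dach1, a transcription cofactor, rose 23.1-fold and Cdh2, the adhesion molecule N-cadherin, 16.01-fold. Lcn2, the secreted lipocalin of inflamed cells, was 26.4-fold lower, the surface protein mesothelin (Msln) 17.0-fold lower and the immediate early gene Fos 15.0-fold lower. The adjusted p of each of these 6 genes was 8.2e-08 or less in limma.

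Of 35 measured endothelial identity genes, 17 were lower and 4 higher (17 and 4 adjusted over the list alone, camera adjusted p = 0.000156). They include Vwf, the von Willebrand factor of endothelial granules (9.59-fold lower), and Edn1, the vasoconstrictor endothelin-1 (6.23-fold lower). Interferon-stimulated genes moved the other way, with 33 of 47 higher and 3 lower (34 and 3 adjusted over the list alone, camera adjusted p = 6.58e-16). Among them Usp18, which restrains interferon signaling, rose 11.5-fold and Isg15, a ubiquitin-like modifier, 6.78-fold. Of 28 ER stress and amino acid response genes 18 were higher and 4 lower (19 and 4 adjusted over the list alone, camera adjusted p = 3.52e-05), with Trib3 6.01-fold and asparagine synthetase (Asns) 4.29-fold higher. This call was lost when each array was centred on its median (adjusted p = 0.132). Of 22 ID and BMP target genes 9 were lower and 3 higher (10 and 3 adjusted over the list alone, camera adjusted p = 0.000832), among them Smad6, an inhibitor of BMP signaling (4.87-fold lower). Of 39 NF-kB and inflammatory genes 17 were lower and 7 higher (19 and 8 adjusted over the list alone, camera adjusted p = 0.00354, adjusted p = 0.0515 after centring and adjusted p = 0.115 with an estimated correlation), including Icam1, which binds leukocytes (9.55-fold lower). Cholesterol synthesis genes were higher by camera (adjusted p = 0.0435), but not by adjusted p = 0.199 with an estimated correlation. The other calls held at an adjusted p of 0.0057 or less with an estimated correlation. The lists hold genes of the paper's supplemental tables, so these p-values are not independent of these arrays. VEGF-treated control cells were also lower than sham-treated ones in Edn1 (3.44-fold), Smad6 (4.08-fold) and Icam1 (4.00-fold), and higher in Trib3 (4.28-fold). For these genes a difference of the control sham pool cannot be told apart from an effect of the hairpin.

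Camera did not pass for genes of the ROCK pathway (adjusted p = 0.341), angiogenic and VEGF response genes (0.276), immediate early genes (0.206), cell cycle genes (0.341, toward higher, and adjusted p = 0.0135 toward lower when each array was centred on its median), apoptosis genes (0.915), matrix and adhesion genes (0.507) or hypoxia and glycolysis genes (0.341). Marker lists of islet cells (0.419), fibroblasts and mural cells (0.429), leukocytes (0.633), epithelium (0.507) and melanocytes (0.633) did not pass either. Under other scalings some of these passed, the ROCK pathway (adjusted p = 0.0135) and islet markers (0.00288) after centring, immediate early genes with the values as deposited (0.019), and the ROCK pathway, immediate early genes and hypoxia and glycolysis genes with matched 75th percentiles (0.0408 each). In all, 683 of 26326 probes were called with ROCK1 shRNA, 219 higher and 464 lower, naming 160 and 292 genes. The split between higher and lower probes was 2062 and 106 with the values as deposited, and 810 and 204 with matched 75th percentiles, a setting chosen after the data were seen. Without control array 1 the number called was 1043.

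**Figure D2:**
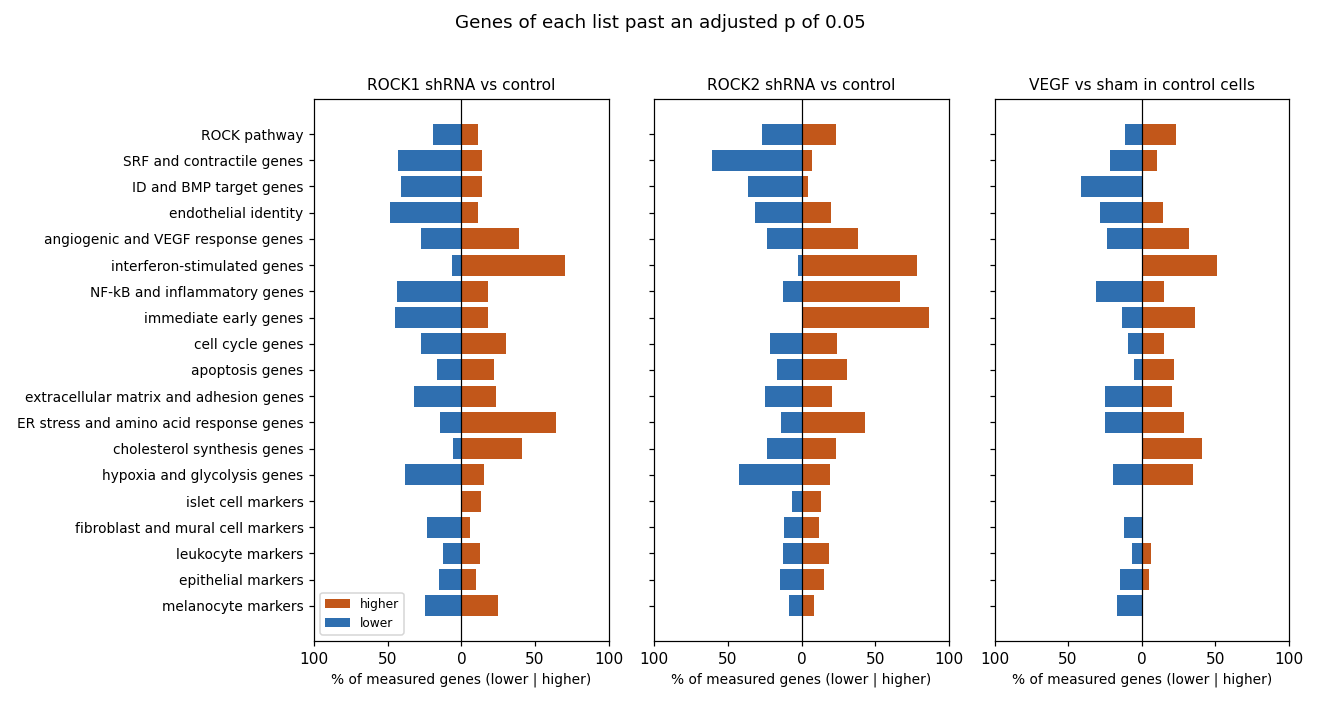
Percent of the measured genes of 19 lists that were higher or lower at an adjusted p under 0.05 with ROCK1 shRNA, with ROCK2 shRNA and, in control cells, with VEGF. Interferon-stimulated genes were mostly higher in each comparison, and NF-kB and immediate early genes mostly with ROCK2 shRNA.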

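Inflammatory and immediate early transcripts were higher in sham-treated ROCK2 shRNA cells. Csf2, the cytokine GM-CSF, rose from a mean signal of 14.0 in control cells to 7894, a 564-fold higher level (standard error 0.48 on the log2 scale, adjusted p = 9.25e-09 from limma, n = 3 arrays per group). With VEGF, the same line had a Csf2 signal of 31.8. Cxcl2, a chemokine for neutrophils, rose 67.6-fold from 404 to 27290, and Tnfaip3, the feedback inhibitor A20 of NF-kB, rose 15.4-fold. Il20rb, a chain of cytokine receptors, rose 20.1-fold. Among immediate early genes Zfp36, which destabilizes cytokine mRNAs, rose 10.0-fold, the transcription factor Egr1 8.73-fold and Junb 6.81-fold. Cxcl10, a chemokine for T cells, rose 16.9-fold and Irf7, a transcription factor of the interferon response, 12.9-fold. Fbln2, a matrix glycoprotein that was also 4.43-fold lower in VEGF-treated control cells, was 9.42-fold lower, and Vwf was 5.91-fold lower. Each of these genes had an adjusted p of 2.19e-07 or less in limma.

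Of 39 measured NF-kB and inflammatory genes, 26 were higher and 5 lower than in control cells (30 and 5 adjusted over the list alone, camera adjusted p = 3.43e-12). Of 22 immediate early genes 19 were higher (20 adjusted over the list alone, camera adjusted p = 2.46e-14). Of 47 interferon-stimulated genes 37 were higher and 1 lower (37 and 1 adjusted over the list alone, camera adjusted p = 7.76e-26). Of 22 ID and BMP target genes 8 were lower and 1 higher (8 and 1 adjusted over the list alone, camera adjusted p = 0.017), a call lost when each array was centred on its median (adjusted p = 0.0524). The endothelial identity genes, 11 lower and 7 higher (13 and 7 adjusted over the list alone), did not pass camera (adjusted p = 0.114), but passed toward lower with the values as deposited (adjusted p = 0.0012), after centring (0.00235) and with matched 75th percentiles (0.01). The 16 measured leukocyte markers had a median log2 change of 0.02. Each call here also held with an estimated correlation (adjusted p of 0.0349 or less). These lists too hold genes that the paper gives as changed on these arrays, among them Csf2, Cxcl2 and Irf7. In all, 717 of 26364 probes were called with ROCK2 shRNA, 343 higher and 374 lower, naming 238 and 224 genes. The split was 369 higher and 215 lower with the values as deposited, and 620 and 203 with matched 75th percentiles.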

Using these cutoffs, we identified 222 and 265 genes whose expression was significantly altered in ROCK1 & 2 shRNA cells, respectively, compared to non-targeting shRNA control cells (Fig. **7A-D**, Supplemental Tables **1** and **2**, GEO accession # GSE34769). 126 gene expression changes were unique to ROCK1 knockdown, while 169 gene expression changes were unique to ROCK2 knockdown, indicating both overlapping and non-overlapping roles of ROCK paralogs in the regulation of gene transcription (Fig. **7E**). 

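Genes called with both hairpins included Hs6st2, which sulfates heparan chains and was 12.4-fold higher with ROCK1 shRNA and 20.8-fold higher with ROCK2 shRNA. Gmps, an enzyme of GMP synthesis, was 28.9-fold and 17.1-fold higher. Nrep, a protein of migrating and regenerating cells, was 11.9-fold and 6.63-fold lower. Others differed between the lines when these were compared directly. Fos was 65.1-fold higher with ROCK2 than with ROCK1 shRNA (log2 difference 6.03, standard error 0.13, adjusted p = 1.82e-12 from limma, n = 3 arrays per group), and Lcn2 was 16.6-fold higher. Pdpn, the membrane glycoprotein podoplanin, was 11.8-fold lower with ROCK2 than with ROCK1 shRNA, and Fabp4, a fatty acid binding protein of endothelium, was 8.25-fold lower.

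Both hairpins changed 265 probes in the same direction, 107 higher and 158 lower, and 6 probes in opposite directions, with 412 probes called only with ROCK1 shRNA and 446 only with ROCK2 shRNA. In named genes these are 174 changed with both, 273 with ROCK1 shRNA only and 283 with ROCK2 shRNA only. Independent lists of these sizes would share 9.4 probes. Both comparisons use the same 3 control arrays, and the log2 changes correlated across probes at 0.64 against 0.50 in 20 simulations of unchanged lines. A larger spread in the shared arrays raises such a correlation. It was larger in control cells (median standard deviation 0.257 on the log2 scale, against 0.155 with ROCK1 and 0.112 with ROCK2 shRNA). The 0.64 is therefore not read as an excess over the shared arrays. With 1 control array for a line and the other 2 for the other line, 187 to 229 probes were shared. All 3 control arrays come from 1 pool, so a difference of that pool would still enter both comparisons. The direct comparison of the lines passed at an adjusted p under 0.05 for 236 (57.3%) of the probes called only with ROCK1 shRNA and 276 (61.9%) of those called only with ROCK2 shRNA. For the rest, the difference between the lines is not shown. Each line was read from 1 sham pool and 1 hairpin, so a difference of either pool would pass the direct comparison as well. Without control array 1 the shared number was 476, and 166 without the third of probes that were dimmest. The number called only with ROCK1 shRNA was 1893 with the values as deposited, 659 with matched 75th percentiles and 230 without the dimmest probes. From the shared and separate changes, the paper concludes that the paralogs have both overlapping and non-overlapping roles in transcription.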

A subset of the identified gene expression changes were confirmed at the mRNA level with RT-PCR (Fig. **7F**).

As VEGF strongly regulates large-scale gene expression in endothelial cells and previous studies have indicated that ROCK signaling is essential for VEGF-mediated angiogenesis, we sought to elucidate the individual contributions of ROCK1 & 2 to the control of VEGF-driven global gene transcription in endothelial cells. To address this, endothelial cells stably expressing non-targeting control, ROCK1, or ROCK2 shRNA were treated with sham or 2.5 ng/ml VEGF for 12 hours, and global gene expression changes were analyzed using microarrays. 

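The VEGF experiment used the 3 lines with sham or 2.5 ng/ml VEGF for 12 hours, with 3 arrays of 1 pool of 6 cultures in each of 6 groups. Its sham arrays are those of the comparison between the lines, so control sham cells serve as the reference in both. The labels of the control arrays name no hairpin, and the non-targeting vector is taken from the paper's text. The median intensity of the VEGF arrays was 83.2 to 92.9 in control cells, 56.2 to 129.8 with ROCK1 shRNA and 70.3 to 92.0 with ROCK2 shRNA. Between 322 and 1097 values per VEGF array were at or below 0 and were treated as missing. The median standard deviation within a group was 0.147 on the log2 scale in VEGF-treated control cells, 0.271 with ROCK1 shRNA and 0.189 with ROCK2 shRNA. The deposited intensities of the authors were scaled and fitted with the sham arrays.

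A VEGF-responsive probe was one called between VEGF-treated and sham-treated control cells. Its response counted as ablated where the VEGF-treated knockdown cells differed from VEGF-treated control cells by at least 2-fold in the opposite direction at an adjusted p under 0.05. The response within each knockdown line, VEGF against sham, was tested separately, as was its difference from the response of control cells. With matched 75th percentiles the median probe of control cells had a log2 change of -0.15 with VEGF, and with the values as deposited -0.07. Between VEGF-treated ROCK1 shRNA and control cells these shifts were 0.20 and -0.03, and with ROCK2 shRNA both were -0.03. Centring each array on its median shifted these 3 comparisons by 0.10, -0.17 and 0.11.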

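Cxcr4, the receptor for the chemokine CXCL12, rose from a mean signal of 67.2 in sham-treated control cells to 2197 with VEGF, a 32.7-fold higher level (standard error 0.14 on the log2 scale, adjusted p = 1.25e-10 from limma, n = 3 arrays per group). It was also higher in sham-treated ROCK1 and ROCK2 shRNA cells, at 308 and 333. The cytokine Il16 rose 10.3-fold, the receptor kinase Kit 5.10-fold and Pgf, a growth factor of the VEGF family, 4.82-fold. Id3, an inhibitor of helix-loop-helix transcription factors, fell from 11420 to 307, which is 37.2-fold lower, and its relatives Id2 and Id1 were 9.54-fold and 3.73-fold lower. Atoh8, a transcription factor downstream of BMP signaling, was 7.13-fold lower, Timp3, an inhibitor of metalloproteinases that also blocks VEGF binding to its receptor, 5.13-fold lower and Csf1, the macrophage growth factor, 4.54-fold lower. Each of these genes had an adjusted p of 1.01e-06 or less in limma.

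Of 22 measured ID and BMP target genes, 9 were lower (9 lower and 2 higher adjusted over the list alone, camera adjusted p = 1.22e-05). Of 47 interferon-stimulated genes 24 were higher (24 higher and 2 lower adjusted over the list alone, camera adjusted p = 1.53e-09), and of 17 cholesterol synthesis genes 7 were higher (8 adjusted over the list alone, camera adjusted p = 6.12e-05). These 3 calls held with an estimated correlation (adjusted p of 0.0276 or less). The ID and BMP list holds Id2, Id3 and Atoh8, which the paper gives as changed by VEGF on these arrays. Apoptosis genes passed camera at an adjusted p = 0.0433, but not at adjusted p = 0.312 with an estimated correlation. Angiogenic and VEGF response genes went both ways, 11 higher and 8 lower of 34 (11 and 12 adjusted over the list alone, camera adjusted p = 0.572). In all, 434 of 26374 probes were called, 199 higher and 235 lower, naming 123 and 160 genes. With matched 75th percentiles the split was 126 higher and 322 lower. The number called was 170 without the third of probes that were dimmest, and 281 with a fit of the compared arrays alone.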

We identified 114 genes whose expression was altered by more than three-fold (p≤0.01) in VEGF-treated endothelial cells harboring the non-targeting control shRNA vector compared to sham treatment (Supplemental Table **3**). A 2-fold or greater ablation of gene expression occurred in approximately 40% (for VEGF-treated ROCK1 shRNA endothelial cells) and 49% (for VEGF-treated ROCK2 shRNA endothelial cells) of the identified VEGF responsive genes (Fig. **8**, Supplemental Table **3**, GEO accession # GSE34769).

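Id3, which VEGF lowered in control cells, stood at a mean signal of 1752 in VEGF-treated ROCK1 shRNA cells, 5.71-fold higher than in VEGF-treated control cells (adjusted p = 7.29e-11 from limma, n = 3 arrays per group). In VEGF-treated ROCK2 shRNA cells it stood at 3654, or 11.9-fold higher (adjusted p = 1.76e-12 from limma). Krt19, a keratin that VEGF lowered from 845 to 154 in control cells, stood at 760 and 1991, which is 4.95-fold and 13.0-fold higher. Among the genes that VEGF raised, Cxcr4 was 3.59-fold lower with ROCK1 shRNA and 4.14-fold lower with ROCK2 shRNA than in VEGF-treated control cells, and Kit was 2.92-fold and 2.51-fold lower. Ngef, a guanine nucleotide exchange factor for Rho GTPases that Supplemental Table 3 prints as Ngf with the accession of Ngef, was 11.6-fold and 11.4-fold lower. Against VEGF-treated control cells Pgf went opposite ways, 1.52-fold higher with ROCK1 shRNA and 3.16-fold lower with ROCK2 shRNA. Under sham, however, Pgf already stood at 9159 with ROCK1 shRNA and 3663 with ROCK2 shRNA, against 1505 in control cells. VEGF changed Pgf by a log2 of 0.26 and -0.67 within these lines, against 2.27 in control cells.

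Of the 434 VEGF-responsive probes, 168 (38.7%, exact 95% binomial interval 34.1% to 43.5%) were ablated with ROCK1 shRNA and 165 (38.0%, interval 33.4% to 42.8%) with ROCK2 shRNA. The interval treats probes as independent. ROCK1 shRNA ablated 39.2% of the induced and 38.3% of the repressed probes, and ROCK2 shRNA 38.7% and 37.5%. Both hairpins ablated 120 probes, ROCK1 shRNA alone 48 and ROCK2 shRNA alone 45, so that 213 (49.1%) were ablated by at least 1 of them. The paper gives its shares per hairpin, so they are not to be set against this union. Its share for ROCK2 shRNA, from genes called at other thresholds, lies above the interval here. With no effect of the knockdown, 20 simulations sharing the VEGF arrays gave a mean share of 0.0105% with ROCK1 shRNA. They hold only the spread between arrays of a pool, so they cannot speak to differences between pools. Of the same 434 probes, 131 had already changed in the direction of the VEGF response in sham-treated ROCK1 shRNA cells and 117 in sham-treated ROCK2 shRNA cells, where independent lists would share 5.8 and 5.9. These comparisons share the control sham arrays, and with none in both the numbers were 89 to 92 and 73 to 80 of 490 to 557 responsive probes. The direction of all responsive probes was less steady. With control array 1 as the VEGF reference, 251 of 552 had the sign of the VEGF response with ROCK1 shRNA and 279 with ROCK2 shRNA. With array 2 these numbers were 333 and 323 of 490, and with array 3 357 and 361 of 557. Within the knockdown lines, VEGF against sham changed induced probes by a median log2 of 0.16 with ROCK1 shRNA and 0.28 with ROCK2 shRNA, against 2.17 in control cells. Counting a response as ablated where it was under 50% of that in control cells on the log2 scale, the shares were 93.1% and 89.9%. The probes were chosen for a large response in control cells, so these medians and shares can overstate the difference between the lines. From the ablated responses, the paper proposes that mechanotransduction through ROCK can modulate how endothelial cells respond to growth factors.

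**Figure D3:**
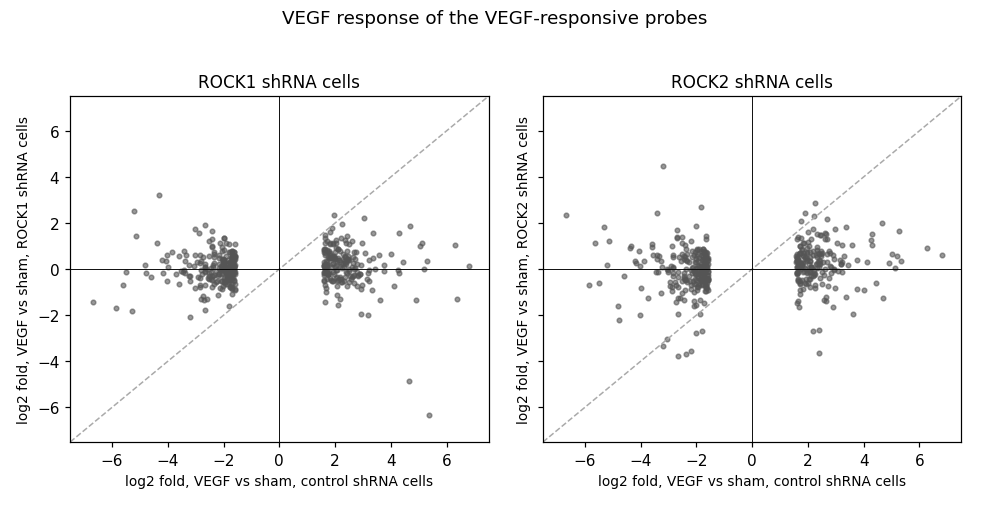
Log2 change with VEGF in control cells (horizontal axis, -6.69 to 6.79) and in the ROCK1 shRNA or ROCK2 shRNA line (vertical axis) for the 434 VEGF-responsive probes. The median change of the induced probes is 0.16 in the ROCK1 shRNA line and 0.28 in the ROCK2 shRNA line.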

*ROCK paralogs are essential for multiple aspects of angiosarcoma cellular function and tumor formation.* Given the current interest in targeting Rho/ROCK signaling in tumor progression, metastasis, and angiogenesis, we sought to expand our findings from endothelial cells to that of tumors of vascular origin. Similar to our findings in endothelial cells, knockdown of the ROCK paralogs or pharmacological inhibition of ROCK activity with Y27632 led to reductions in SVR mouse angiosarcoma cell migration and enhanced survival following serum starvation (Fig. **9A-D**). Moreover, no changes in proliferation rates or cell cycle progression were observed in the knockdowns or pharmacological treatment (*data not shown*). Using a tumor xenograft system, SVR cells stably expressing non-targeting control, ROCK1, or ROCK2 shRNA plasmids were seeded onto 1 mm^2 ^gelatin sponges and implanted onto the chorioallantoic membrane of 8 day post-fertilization chicken eggs. Tumors were allowed to grow for an additional 8 days and subsequently collected, weighed, and photographed. Tumor weight was significantly reduced in ROCK1 & 2 knockdown tumors compared to control tumors, with ROCK2 shRNA tumors displaying smaller tumors than those formed by ROCK1 knockdown cells (Fig. **9E, F**).

## DISCUSSION

ROCK signaling is rapidly activated upon VEGF stimulation of endothelial cells and controls a diverse number of endothelial processes [7], however previous studies utilized non-selective pharmacological inhibitors of ROCK1 & 2 kinase activity, thus promiscuously inhibiting both paralogs. The two ROCK paralogs share 65% identity overall and 92% identity in their kinase domains [32] and ROCK1 & 2 knockout mice display unique phenotypes [3, 5-7], suggesting that their regulation and signaling may be divergent to a measurable degree. Indeed, comparisons of RNAi knockdowns of the individual ROCK paralogs across a handful of cell types uncovered unique roles for each paralog in actin organization, migration, cellular morphogenesis, cell cycle progression, apoptosis, and extracellular matrix assembly [8-10, 12, 13, 33].

In this study, we analyzed the ROCK paralog specific roles in endothelial and angiosarcoma function using shRNA knockdown technology and demonstrate that ROCK1 & 2 are important for endothelial migration, cytoskeletal regulation, survival, network formation, and global gene expression, and in many cases exhibit paralog-specific regulation of these processes. Our first indication that these paralogs may play non-overlapping roles in endothelial physiology stemmed from our immunofluorescence data indicating that ROCK1 & 2 proteins display unique subcellular localization. Further experiments revealed that while loss of either ROCK paralog resulted in no change in endothelial proliferation rates, substantial increases in cell viability were observed when these cells were challenged with cytotoxic insults such as serum starvation, chemotherapy, or UV irradiation. Primarily using pharmacological inhibition of total ROCK activity, numerous studies have previously implicated these paralogs as key regulators of cell proliferation and survival, however their role in these processes are largely pleiotropic across diverse cell lines [28]. For instance, ROCK signaling acts in a pro-apoptotic manner through promoting caspase cleavage, regulating both intrinsic and extrinsic apoptotic regulators, and enhancing the activation of the pro-survival phosphoinositide 3-kinase (PI3K) pathway [28]. In contrast, ROCK activity is essential for cell cycle progression *via* its control of the expression of cyclins, cyclin dependent kinases (CDKs), and numerous other cell cycle regulators [28]. Further studies are necessary to determine the genetic/signaling factors at play which determine whether ROCK paralogs promote or inhibit cell survival. Our data indicate that loss of ROCK1 or 2 significantly reduces the migration rate of both unstimulated and growth factor stimulated endothelial cells through disruption in cytoskeletal dynamics and the activation status of key cytoskeletal regulators. Interestingly, studies using non-specific pharmacological inhibitors of ROCK1 & 2 have stated that ROCK activity is essential for the phosphorylation of the actin regulating MBS and cofilin proteins [27], however our data in endothelial cells indicates that only ROCK2 is essential for MBS and cofilin phosphorylation. Indeed, similar findings are reported for vascular smooth muscle cells where ROCK2, but not ROCK1, binds and phosphorylates MBS [34]. Moreover, the coiled-coil region of ROCK2 (amino acids 338-750) that interacts with MBS shares only 58% homology with the equivalent region in ROCK1 and this domain of ROCK1, but not ROCK2, reportedly binds to RhoE and PDK1 [35, 36] indicating protein-protein interaction specificity between the two paralogs. These findings demonstrate the limitations of generally classifying ROCK1 & 2 activity based solely on data collected from non-selective pharmacological inhibitors. One may ask which ROCK paralog plays the major function in endothelial physiology, however our experimental data suggest that both paralogs are vitally important as loss of either paralog dramatically inhibits multiple cellular processes.

Over the past decade, the almost exclusive majority of studies have examined the role of ROCK protein regulation of the phosphoproteome. While many reports reveal singular ROCK-mediated changes in gene expression, a limited number of studies have examined the dramatic alterations in global gene transcription following pharmacological inhibition of total ROCK activity [23, 29-31]. We expand on these studies by demonstrating that ROCK1 & 2 knockdown leads to large scale changes in the endothelial transcriptome and these paralogs perform non-overlapping protein-specific roles in the regulation of a significant portion of these genes. Mechanotransduct-ion studies demonstrate that mechanical forces exerted from the cellular microenvironment or by alterations in cell shape impinge on the cytoskeleton and other cellular components to produce global changes in cellular function altering cellular decisions for proliferation, differentiation, or death [37, 38]. Indeed, knockdown of ROCK 1 & 2, which are two of the central regulators of cytoskeletal dynamics, effectively ablates just shy of 50% of VEGF-driven gene expression. These data suggest the possibility that mechanotransduction mediated through ROCK signaling cascades is capable of modulating chemically derived growth factor cell stimulation, and may help explain the ambiguity observed by signaling cascades across cell types that is often attributed to micro-environment effects. This observation has profound implications for cancer therapy given that the initiation of angiogenesis in solid tumors begins with hypoxic tumor secretion of VEGF to serve as a chemoattractant for endothelial cell infiltration into the tumor.

Proteins involved in the Rho-signaling cascade are significantly elevated in a variety of cancers [39-43], and pharmacological inhibition of ROCK activity shows preclinical efficacy in the treatment of *in vivo* malignancies including prostate, breast, glioma, melanoma, and human papillomavirus infected tumors [25, 44-47]. Given that ROCK signaling regulates both solid tumor progression and angiogenesis, we sought to examine its role in angiosarcoma solid tumors which are formed extensively by dysfunctional, aberrantly proliferating endothelial cells. We report that knockdown of either ROCK paralog results in a significant reduction in angiosarcoma tumor volume. These findings are the first study to compare side-by-side the contributions of ROCK1 & 2 to solid tumor formation. Indeed, therapeutic targeting of ROCK activity in angiosarcomas and other solid tumors could potently disrupt two major processes essential for tumor progression and metastasis: migration and angiogenesis.

## Figures and Tables

**Fig. (1):**
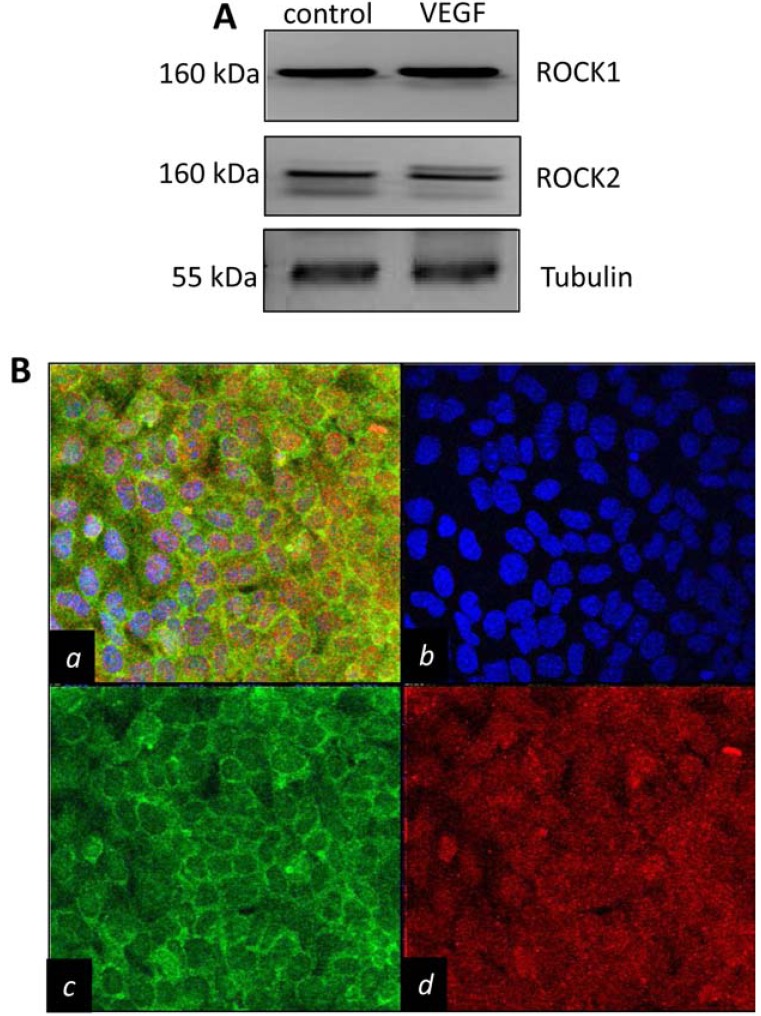
**ROCK1 & 2 are expressed in endothelial cells and exhibit distinct subcellular localization patterns**. (**A**) Western blot analysis of ROCK1 & 2 expression in MS1 endothelial cells grown under standard culture conditions (*control*) or stimulated with 2.5 ng/ml VEGF. (**B**) Fluorescent confocal imaging of ROCK1 & 2 subcellular localization in MS1 endothelial cells with scanning confocal microscopy. (*a=merge; b= DAPI nuclear counterstain; c= ROCK1 localization;d=ROCK2 localization*).

**Fig. (2):**
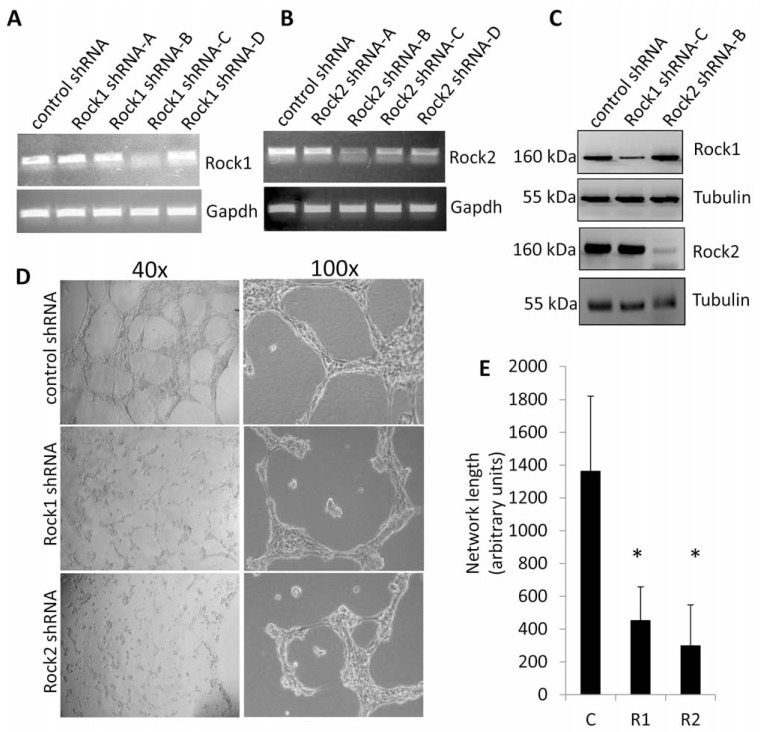
**ROCK1 & 2 are essential for *in vitro* angiogenic network formation**. (**A**, **B**) Semi-quantitative RT-PCR detection of ROCK1/2 steady state mRNA levels in MS1 endothelial cells stably expressing non-targeting control, ROCK1, or ROCK2 shRNA expression vectors. Gapdh transcript levels were used as a control. (**C**) Western blot analysis of ROCK1 & 2 expression in MS1 endothelial cells stably expressing non-targeting control, ROCK1, or ROCK2 shRNA expression vectors. The steady state protein levels of tubulin were used as a loading control. (**D**, **E**) *In vitro* capillary network formation of MS1 endothelial cells stably expressing control, ROCK1, or ROCK2 shRNA expression vectors. Representative images from two independent experiments of the endothelial networks at 40X and 100X are displayed. Data was analysed using Image J software and reported as arbitrary units. (C=control shRNA, R1=ROCK1 shRNA, R2=ROCK2 shRNA; * indicates p<0.05).

**Fig. (3):**
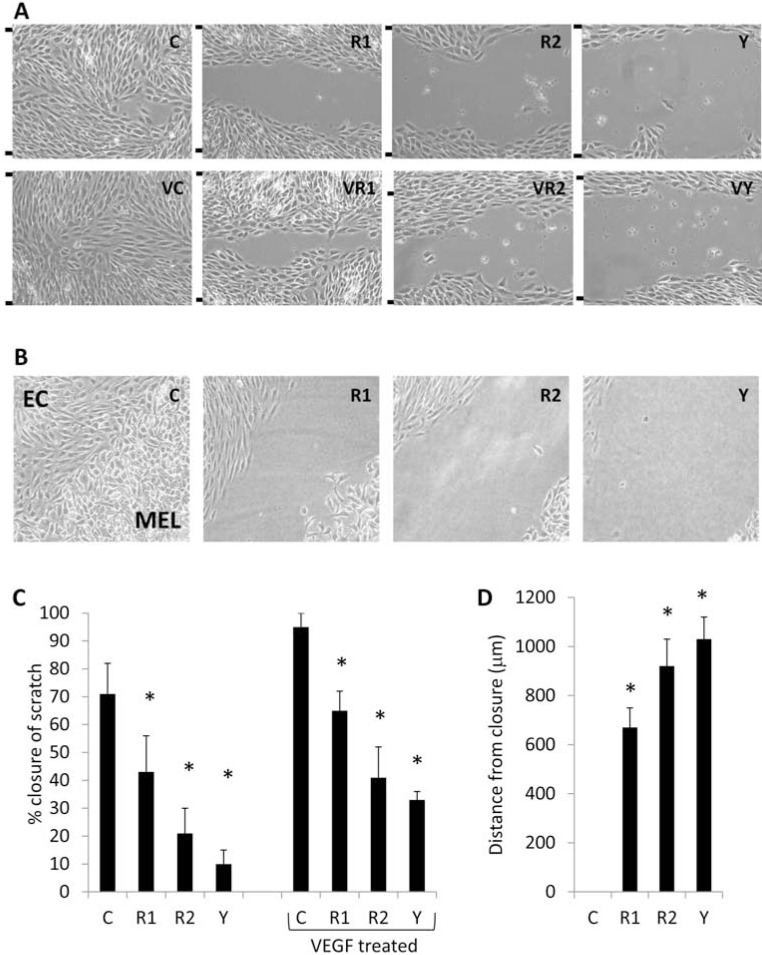
**ROCK1 & 2 are essential for endothelial migration and chemotactic attraction to melanoma tumor cells**. (**A**, **C**) MS1 endothelial cells stably expressing non-targeting control, ROCK1, or ROCK2 shRNA expression vectors, and non-targeting control shRNA MS1 endothelial cells treated with 10 µM Y27632 were grown to 100% confluence. Cells were manually scratched with a P_200_ micropipette tip and subsequently treated with sham or 2 ng/ml recombinant human VEGF. Images of the scratch were collected immediately after (*tick marks on left side of each image represent initial scratch boundary*) and 12 hours after the scratch. Data is reported as the percent closure of the scratch at 12 hours in relation to the initial scratch diameter at time zero. (**B**, **D**) Underagar migration assay using co-cultures of B16F1 mouse melanoma cells (*MEL*) and MS1 endothelial cells (EC) stably expressing non-targeting control, ROCK1, or ROCK2 shRNA expression vectors, and non-targeting control shRNA MS1 endothelial cells treated with 10 µM Y27632. Images of the migrating cells were collected at 3 days after plating. (C=control shRNA, R1=ROCK1 shRNA, R2=ROCK2 shRNA, Y=Y27632; * indicates p<0.05)

**Fig. (4):**
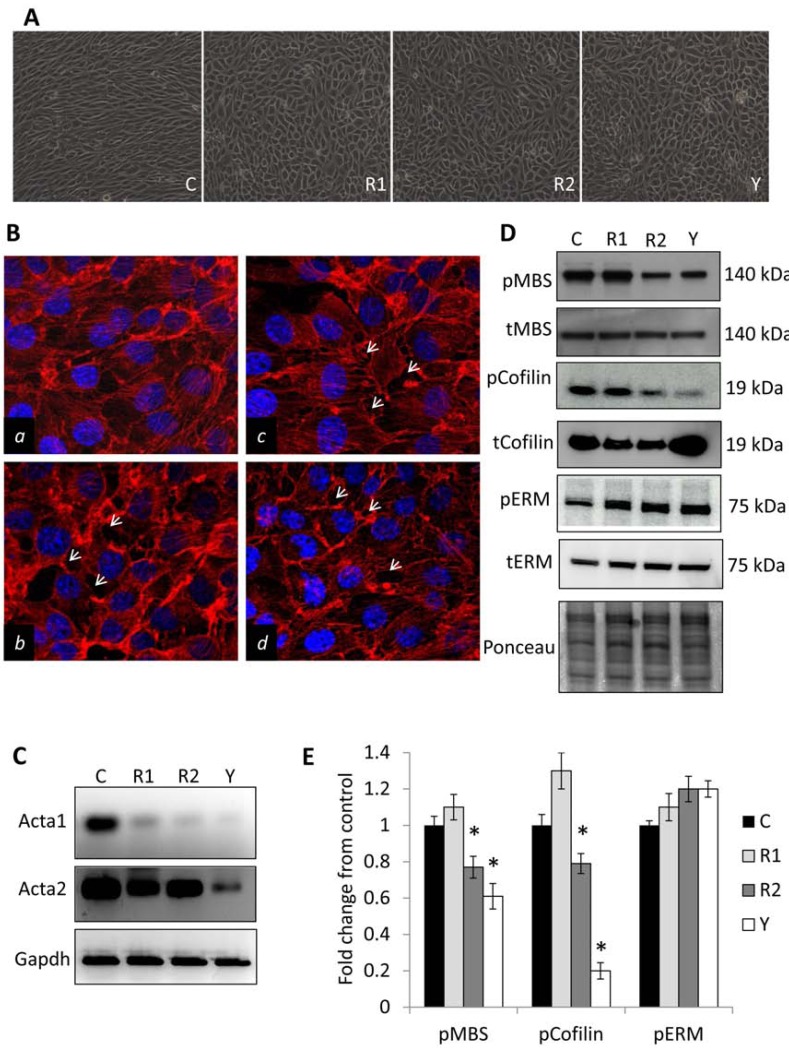
**ROCK1 & 2 display paralog specific cytoskeletal control in endothelial cells**. (**A**) Growth patterns of confluent monolayers of MS1 endothelial cells stably expressing either non-targeting control, ROCK1, or ROCK2 shRNA expression vectors, or non-targeting control shRNA MS1 cells treated with 10 µM Y27632. (**B**) MS1 endothelial cells stably expressing non-targeting control, ROCK1, or ROCK2 shRNA expression vectors, and control shRNA MS1 cells treated with 10 µM Y27632 were grown on glass coverslips for 24 hours. Actin microfilaments in each condition were visualized by rhodamine-conjugated phalloidin staining while nuclei were counterstained with DAPI. Immunofluorescent images were captured with scanning confocal microscopy. (*solid arrows=areas of cell retraction; a=control shRNA, b=Y27632, c= ROCK1 shRNA, d=ROCK2 shRNA*) (**C**) Semi-quantitative RT-PCR analysis of actin alpha 1 (Acta1), actin alpha 2 (Acta2), and Gapdh steady state mRNA expression levels. (**D**) Western blot detection of the phosphorylated (p) and total (t) forms of the myosin binding subunit of myosin phosphatase (MBS), cofilin, and ezrin/radixin/moesin (ERM). Ponceau staining of the membrane was used as a loading control. (**E**) Quantification of the normalized levels of phosphorylated MBS, cofilin, and ERM phosphorylation in each condition. (C=control shRNA, R1=ROCK1 shRNA, R2=ROCK2 shRNA, Y=Y27632; * indicates p<0.05)

**Fig. (5):**
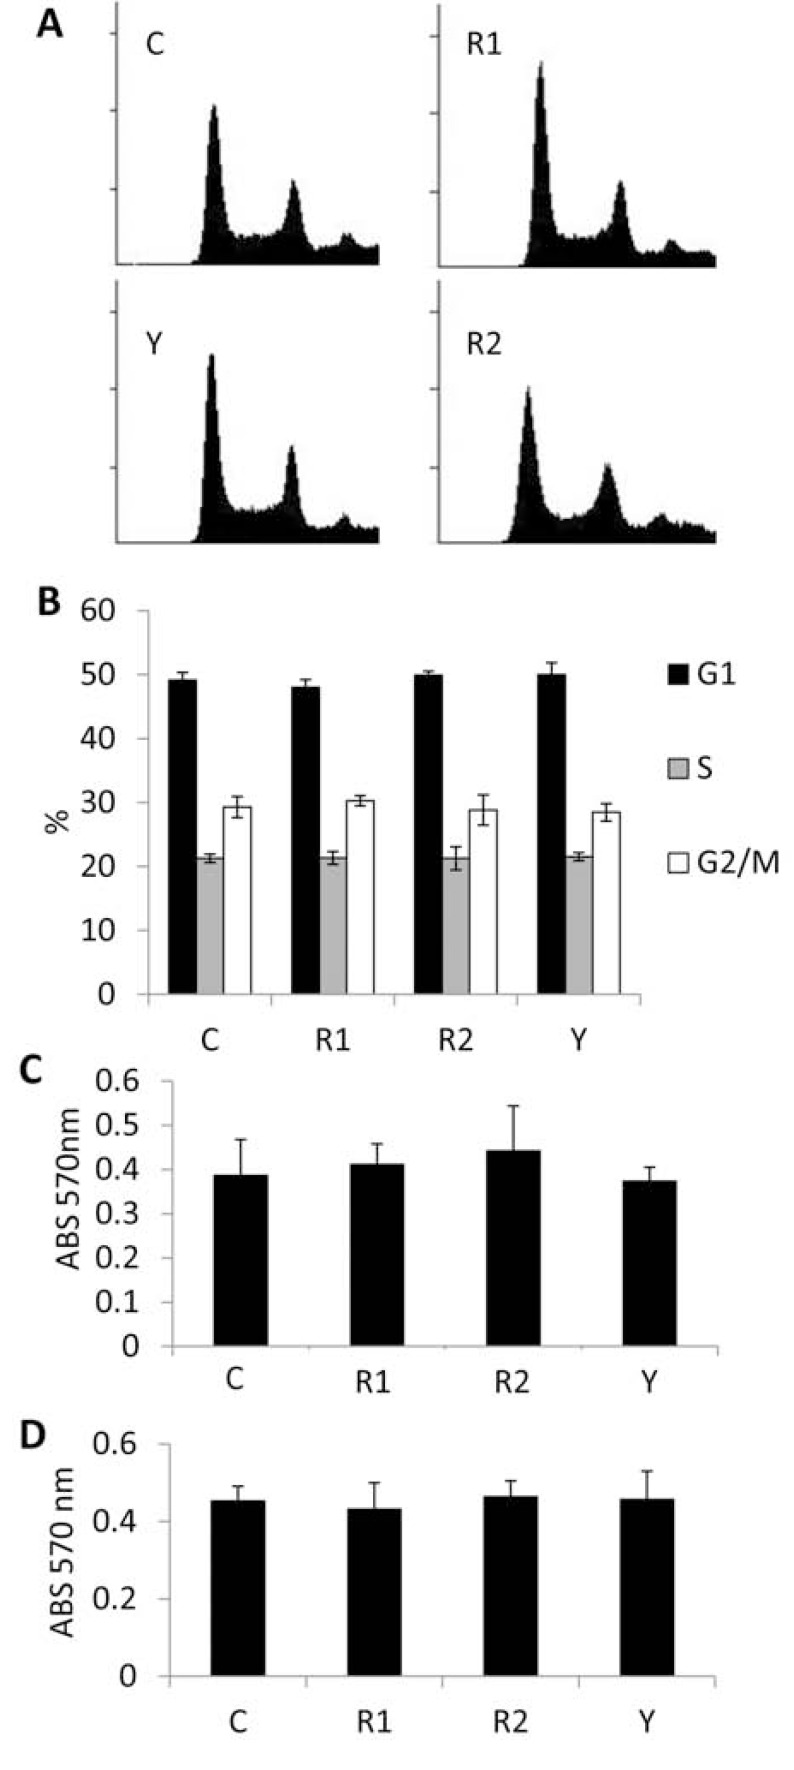
**ROCK paralog control of endothelial proliferation**. (**A**, **B**) MS1 endothelial cells stably expressing either non-targeting control, ROCK1, or ROCK2 shRNA expression vectors, or non-targeting control shRNA MS1 cells treated with 10 µM Y27632 were cultured in standard growth conditions. Flow cytometric analysis of propidium iodide stained MS1 endothelial cells was used to detect progression through each phase of the cell cycle. (**C**) Proliferation of each cell line was accessed 4 days post-plating using the MTT assay. (**D**) MS1 endothelial cells from each condition were cultured in the presence of a 1:1 ratio (standard media:conditioned media collected from B16F1 mouse melanoma cells) and proliferation was accessed 4 days postplating using the MTT assay. (*C=control shRNA, R1=ROCK1 shRNA, R2=ROCK2 shRNA, Y=Y27632*).

**Fig. (6):**
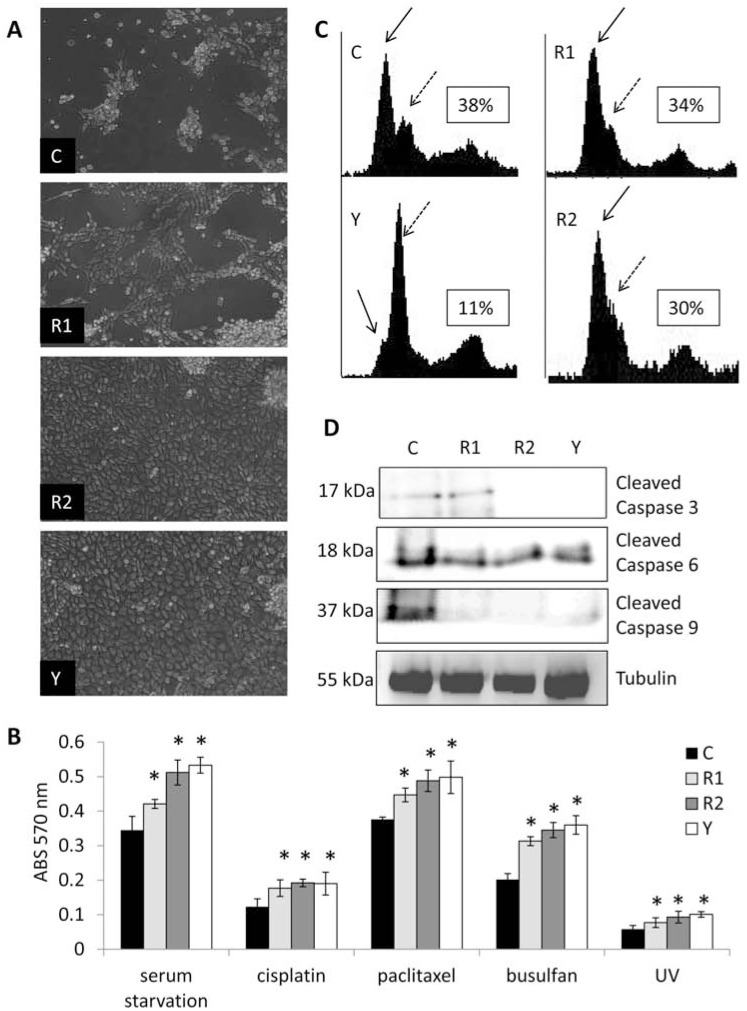
**ROCK1 & 2 display paralog specific control of endothelial cell survival**. (**A**) MS1 endothelial cells stably expressing either non-targeting control, ROCK1, or ROCK2 shRNA expression vectors, or non-targeting control shRNA MS1 cells treated with 10 µM Y27632 were serum starved and photos were taken random fields of view after 7 days. (**B**) Cells were treated with serum starvation, cisplatin, paclitaxel, busulfan, or ultraviolet radiation (UV) as indicated in the Materials and Methods section and cell survival was determined using the MTT assay. (**C**) Flow cytometric analysis of propidium iodide stained serum starved MS1 endothelial cells was used to detect the amount of the sub-G1 apoptotic peak. (*inset=percent apoptotic cells; solid arrow=sub-G1 apoptotic peak, dashed arrow=G1 peak*) (**D**) Western blot analysis of cleaved caspase 3, 6, & 9. The steady state protein level of tubulin was used as a loading control. (C=control shRNA, R1=ROCK1 shRNA, R2=ROCK2 shRNA, Y=Y27632; * indicates p<0.05).

**Fig. (7):**
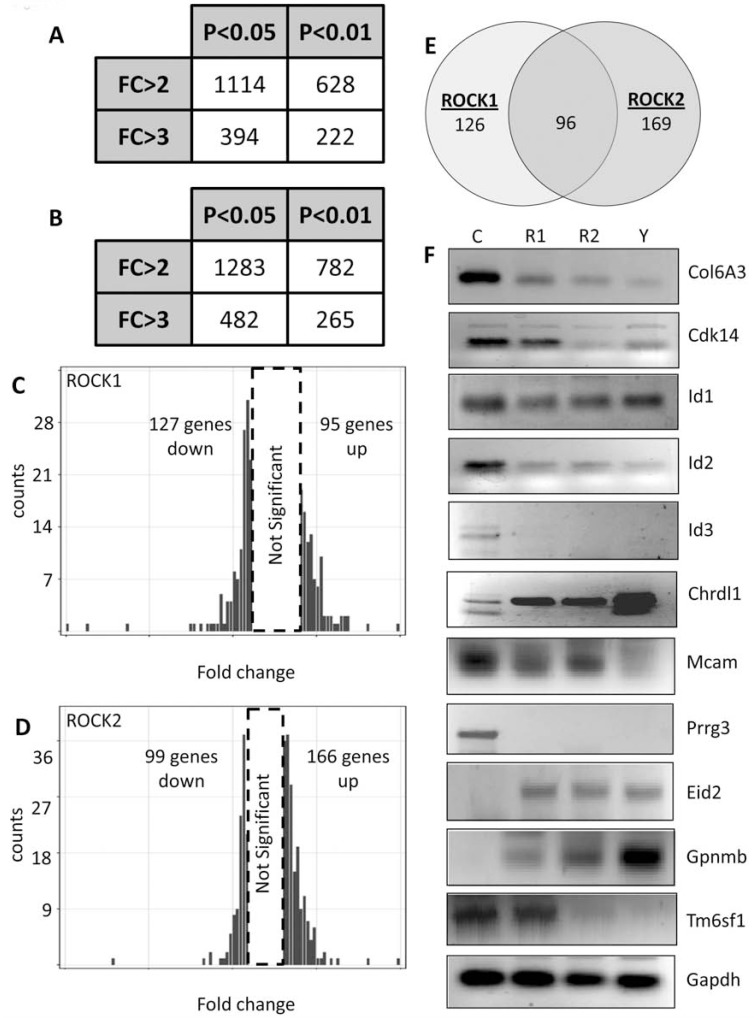
**ROCK1 & 2 control the expression of overlapping and distinct subsets of target transcripts**. (**A**, **B**) MS1 endothelial cells stably expressing either non-targeting control, ROCK1, or ROCK2 shRNA expression vectors were subjected to microarray analysis of over 24,000 transcripts. Illustration of the number of genes that were statistically altered in cells harboring ROCK1 shRNA (**A**) and ROCK2 shRNA (**B**) compared to the control at differing statistical stringencies. (*FC=fold change*) (**C**, **D**) Histograms representing the distribution of transcripts that were statistically altered compared to the control at the highest stringency utilized (FC>3, p<0.01) in ROCK1 (**C**) or ROCK2 (**D**) shRNA harboring endothelial cells. (**E**) Venn diagram illustrating the number of transcripts whose expression is shared by or unique to ROCK1 & 2 (FC>3, p<0.01). (**F**) Semi-quantitative RTPCR confirmation of selected transcripts identified in the microarray analysis. (*C=control shRNA, R1=ROCK1 shRNA, R2=ROCK2 shRNA, Y=Y27632*)

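The 11 genes of the RT-PCR panel were read from the same sham arrays. Eid2, an inhibitor of differentiation, rose from a mean signal of 41.1 in control cells to 2963 with ROCK1 shRNA and 2289 with ROCK2 shRNA, which is 72.2-fold (adjusted p = 1.63e-10 from limma, n = 3 arrays per group) and 55.8-fold (adjusted p = 2.13e-10). Gpnmb, a melanosomal and lysosomal glycoprotein, rose 28.1-fold and 24.0-fold, while another Gpnmb probe had log2 changes of 0.31 and 0.23 that did not pass. Chrdl1, a secreted BMP antagonist, rose 27.1-fold and 5.67-fold, or 7.29-fold and 2.31-fold by another probe. Prrg3, a membrane protein with a Gla domain, fell from 2255 to 46.0 and 71.2, or 49.0-fold and 31.7-fold lower. Col6a3, a chain of collagen VI, was 6.32-fold and 5.69-fold lower.

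The ID genes and Mcam, an adhesion molecule of endothelial junctions, fell further with ROCK1 than with ROCK2 shRNA. Mcam was 10.9-fold and 2.32-fold lower, and 4.69-fold higher with ROCK2 than with ROCK1 shRNA when these were compared directly (adjusted p = 1.95e-10 from limma). Id3, which was also low in VEGF-treated control cells, was 37.5-fold lower with ROCK1 shRNA and 3.54-fold lower with ROCK2 shRNA, a 10.6-fold difference between the lines (adjusted p = 1.82e-12 from limma). Id2 was 5.21-fold and 3.53-fold lower. Id1 was 2.27-fold lower with ROCK1 shRNA (adjusted p = 2.36e-05 from limma), and its log2 change of -0.16 with ROCK2 shRNA did not pass (adjusted p = 0.445). Cdk14, a cyclin-dependent kinase of the Wnt pathway, was 2.77-fold lower with ROCK1 shRNA (adjusted p = 0.000895 from limma) and 37.9-fold lower with ROCK2 shRNA (adjusted p = 7.04e-09), and with the values as deposited the former did not pass (adjusted p = 0.0579). Tm6sf1, a membrane protein of lysosomes, was dim, at 82.9 in control cells. With ROCK1 shRNA its arrays lay around the 10th percentile of signals (9.25), at a mean of 7.65, and with ROCK2 shRNA they lay under it, at least 8.97-fold lower than control cells.

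**Figure D4:**
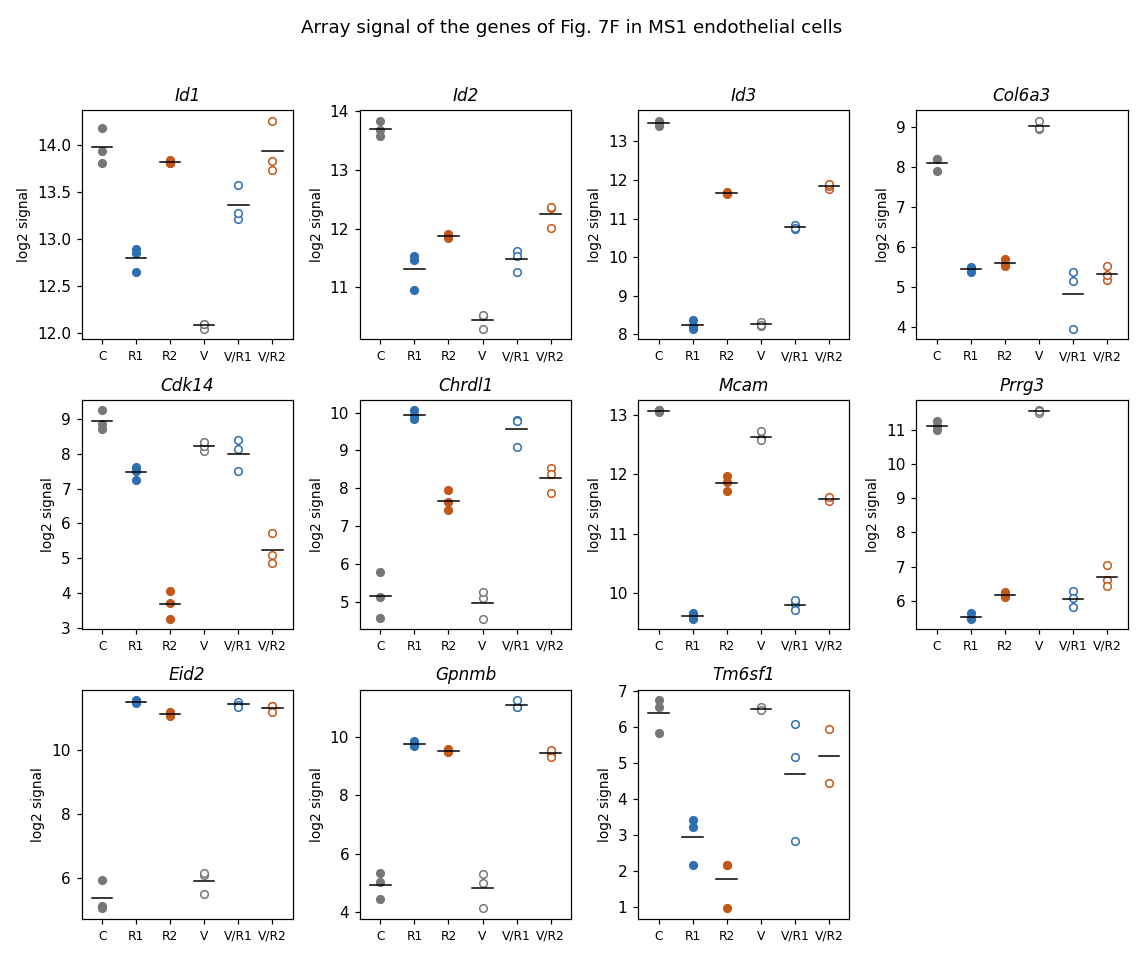
Log2 signal of the 11 genes on each array of control (C), ROCK1 shRNA (R1), ROCK2 shRNA (R2) and VEGF-treated (V) cells, with filled points for sham, open points for VEGF and lines for group means. Eid2, Gpnmb and Chrdl1 are higher and Prrg3 and Col6a3 lower in both knockdown lines, with and without VEGF.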

**Fig. (8):**
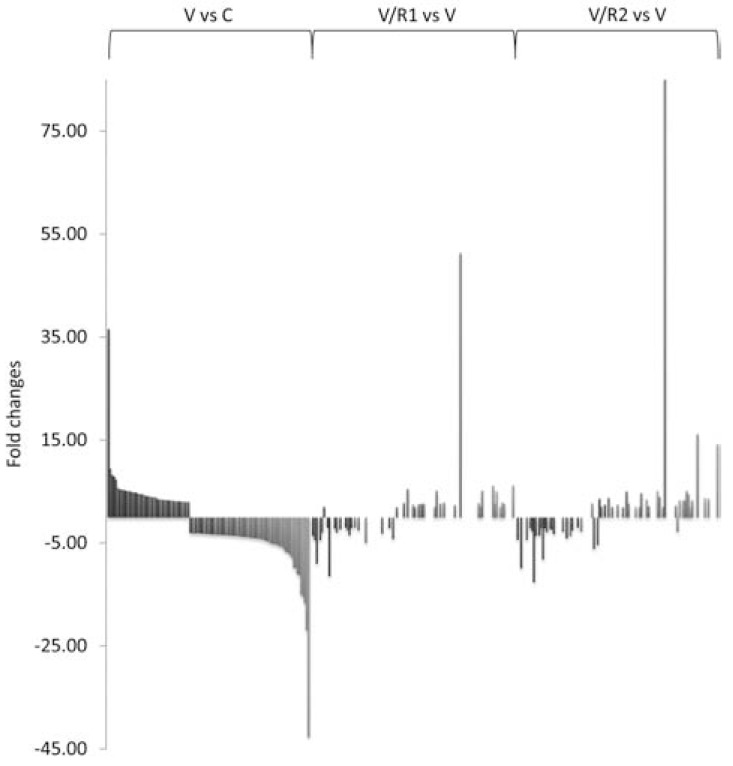
**ROCK1 & 2 modulate the expression just under half of VEGF-responsive genes**. MS1 endothelial cells stably expressing either non-targeting control, ROCK1, or ROCK2 shRNA expression vectors were treated with sham or 2.5 ng/ml VEGF and subjected to microarray analysis of over 24,000 transcripts. 114 genes were identified whose expression was altered by more than three-fold (p≤0.01) in VEGF-treated endothelial cells harboring the non-targeting control shRNA vector compared to sham treatment (*V vs C*). ROCK1 (*V/R1 vs V*) or 2 (V/R2 *vs* V) shRNA harboring endothelial cells treated with VEGF exhibited an ablation of transcript expression in 40% and 49%, respectively, of the identified VEGF responsive genes.

**Fig. (9):**
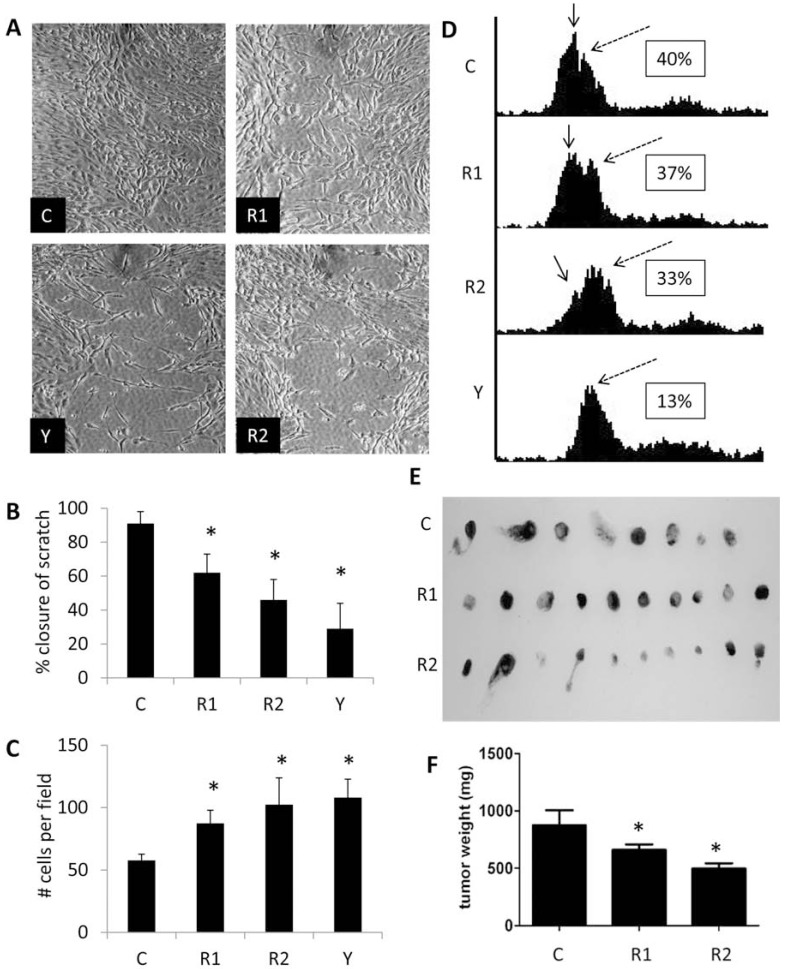
**ROCK paralogs are essential for multiple aspects of angiosarcoma cellular function and tumor formation**. (**A**, **B**) SVR angiosarcoma cells stably expressing non-targeting control, ROCK1, or ROCK2 shRNA expression vectors, and non-targeting control shRNA SVR cells treated with 10 µM Y27632 were grown to 100% confluence. Cells were manually scratched with a P_200_ micropipette tip. Images of the scratch were collected immediately after (*not shown*) and 12 hours after the scratch. Data is reported as the percent closure of the scratch at 12 hours in relation to the initial scratch diameter at time zero. (**C**) The SVR angiosarcoma cell lines were serum starved (0.1% FBS) for 7 days and cell survival was accessed using the MTT assay. (**D**) Flow cytometric analysis of propidium iodide stained serum starved SVR angiosarcoma cells was used to detect the amount of the sub-G1 apoptotic peak. (*inset=percent apoptotic cells; solid arrow=sub-G1 apoptotic peak, dashed arrow=G1 peak*) (**E**, **F**) A gelatin sponge containing 20,000 SVR angiosarcoma cells stably expressing non-targeting control, ROCK1, or ROCK2 shRNA expression vectors was placed on the CAM membrane of 8 day old fertilized chicken eggs. Tumors were collected after 8 days of tumor growth, photographed, and weighed. (C=control shRNA, R1=ROCK1 shRNA, R2=ROCK2 shRNA, Y=Y27632; * indicates p<0.05).

**Table 1.** shRNA Construct Sequences

Gene	Sequence

*ROCK1*	A) GGAGGATGAAGTTAAGAATCT
	B) GGCTGGAAGAAACAGTATGTT
	C) GCGCAATTGGTAGAAGAATGT
	D) CGGGAGTTACAAGATCAACTT

*ROCK2*	A) GCAGCTATTAAAGCACAGTTT
	B) AACCAACTGTGAGGCATGTAT
	C) AGAGCAGTCCAACCCTTACAT
	D) GGAACAGAAGTGCAAATCTAT

Scrambled	GGAATCTCTCATTCGATGCATAC

## ABBREVIATIONS

ROCK: = Rho-associated, coiled-coil kinase
LIM: = Lin11, Isl1, and Mec3
MLC: = Myosin light chain
RNAi: = RNA inhibition
siRNA: = Small interfering RNA
shRNA: = Small hairpin RNA
MS1: = MILE SVEN
VEGF: = Vascular endothelial growth factor
RTPCR: = Reverse transcriptase polymerase chain reaction
cDNA: = Complementary DNA
FGF: = Fibroblast growth factor
MBS: = Myosin binding subunit
ERM: = Exrin/radixin/moesin
CAM: = Chorioallantoic membrane

# Supplementary material for: Rock1 & 2 Perform Overlapping and Unique Roles in Angiogenesis and Angiosarcoma Tumor Progression
**Source:** Curr Mol Med. 2013 Jan;13(1):205–19. doi: 10.2174/1566524011307010205
**Supplement:** Supplementary file 1

# SUPPLEMENTARY MATERIAL

## Rock1 & 2 Perform Overlapping and Unique Roles in Angiogenesis and Angiosarcoma Tumor Progression

John Montalvo<sup>1,§</sup>, Carrie Spencer<sup>1,2,§</sup>, Alexander Hackathorn<sup>1</sup>, Katherine Masterjohn<sup>1</sup>, Ashley Perkins<sup>1,3</sup>, Christopher Doty<sup>1,4</sup>, Arunkumar Arumugam<sup>5</sup>, Pat P. Ongusaha<sup>6</sup>, Rajkumar Lakshmanaswamy<sup>5</sup>, James K. Liao<sup>6</sup>, Dianne C. Mitchell<sup>7</sup>, Brad A. Bryan<sup>1,5</sup>

**Supplemental Table 1. Top Genes Regulated by ROCK1 shRNA Transfected MS1 Endothelial Cells Relative to Control shRNA Transfected MS1 Endothelial Cells**

| Gene Symbol   | Accession Number | Fold Change | p-Value  |
|---------------|------------------|-------------|----------|
| Eid2          | NM_198425.2      | 85.14       | 2.53E-04 |
| Gpnmb         | NM_053110.4      | 34.80       | 1.33E-05 |
| Ripk3         | NM_001164107.1   | 30.21       | 7.81E-05 |
| Lilrb4        | NM_013532.2      | 29.77       | 1.63E-04 |
| Gmps          | NM_001033300.2   | 28.52       | 2.94E-08 |
| Mir33         | NR_029804.1      | 26.78       | 6.65E-04 |
| Cdh2          | NM_007664.4      | 17.15       | 5.92E-06 |
| Inpp5d        | NM_001110192.1   | 16.62       | 8.82E-05 |
| Sprr1a        | NM_009264.2      | 12.94       | 2.54E-05 |
| Hoxc6         | NM_010465.2      | 12.87       | 4.20E-04 |
| Usp18         | NM_011909.2      | 12.11       | 2.27E-06 |
| Hs6st2        | NM_001077202.1   | 11.59       | 2.74E-06 |
| Pdx1          | NM_008814.3      | 10.83       | 3.93E-04 |
| Kcne3         | NM_020574.5      | 10.52       | 2.71E-05 |
| Gm10632       | XR_106159.1      | 9.32        | 4.42E-04 |
| Enah          | NM_001083120.1   | 9.30        | 1.20E-04 |
| Chrdl1        | NM_001114385.1   | 9.03        | 2.00E-05 |
| 1600029D21Rik | NM_029639.2      | 8.09        | 4.25E-08 |
| Paox          | NM_153783.4      | 7.99        | 2.96E-05 |

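Supplemental Table 1 lists fold changes of single genes with ROCK1 shRNA against control cells. Of the 42 listed genes that a probe measures, 41 were called here, 19 higher and 22 lower. Enah, a regulator of actin filament growth, was 2.57-fold higher by its brighter probe and not called. Another Enah probe was 5.85-fold higher (adjusted p = 0.00109 from limma). The paper chose the listed genes on the same arrays, so they are not independent evidence. Among them are Inpp5d, a phosphatase of inositol lipids (15.4-fold higher), and Klk8, a secreted serine protease (10.7-fold lower). Other probes of called genes varied. That of Msmp was 6.62-fold higher. Those of Cfap70 and Epas1 had log2 changes of -0.27 and -0.38, against -3.44 and -2.74 by the brighter probes. Steap2 was measured on 1 sham array with ROCK1 shRNA, and its other probe was 1.64-fold lower.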

(Supplemental Table 1) contd.....

| Gene Symbol | Accession Number | Fold Change | p-Value  |
|-------------|------------------|-------------|----------|
| Rtp4        | NM_023386.5      | 7.66        | 1.13E-05 |
| Msmg        | NM_001099314.1   | 7.61        | 9.34E-07 |
| Nefl        | NM_010910.1      | 7.27        | 6.14E-07 |
| Edn1        | NM_010104.3      | -6.67       | 2.39E-05 |
| Ttc18       | NM_001163638.1   | -6.91       | 4.20E-05 |
| Rn7sk       | NR_030687.1      | -7.01       | 6.43E-04 |
| Slco1a5     | NM_130861.2      | -7.12       | 5.38E-05 |
| Vwf         | NM_011708.3      | -7.19       | 5.48E-05 |
| Epas1       | NM_010137.3      | -7.22       | 1.12E-05 |
| Cryab       | NM_009964.2      | -7.28       | 9.87E-07 |
| Klk8        | NM_008940.2      | -7.97       | 1.50E-05 |
| Pspn        | NM_008954.2      | -8.14       | 5.87E-05 |
| Icam1       | NM_010493.2      | -8.51       | 3.24E-06 |
| Pip5k1l     | NM_198191.2      | -8.89       | 2.39E-04 |
| Zfp334      | NM_178411.3      | -10.63      | 1.87E-04 |
| Fbln2       | NM_001081437.1   | -10.73      | 6.87E-06 |
| Mcam        | NM_023061.2      | -11.24      | 2.11E-07 |
| Msln        | NM_018857.1      | -11.41      | 1.37E-05 |
| Fos         | NM_010234.2      | -11.61      | 4.25E-06 |
| D0H4S114    | NM_001109988.1   | -11.82      | 8.78E-07 |
| Acta1       | NM_009606.2      | -13.85      | 7.37E-05 |
| Cyp1b1      | NM_009994.1      | -19.18      | 4.53E-07 |
| Lcn2        | NM_008491.1      | -22.06      | 9.53E-07 |
| Id3         | NM_008321.2      | -34.29      | 9.34E-07 |
| Prrg3       | NM_001081135.1   | -36.02      | 3.28E-06 |
| Fhl1        | NM_001077361.1   | -41.95      | 2.11E-06 |
| Yeats2      | NM_001033237.2   | -834.90     | 3.47E-08 |
| Steap2      | NM_001103156.1   | -1896.57    | 1.39E-04 |

**Supplemental Table 2. Top Genes Regulated by ROCK2 shRNA Transfected MS1 Endothelial Cells Relative to Control shRNA Transfected MS1 Endothelial Cells**

| Gene Symbol   | Accession Number | Fold Change | p-Value  |
|---------------|------------------|-------------|----------|
| Csf2          | NM_009969.4      | 690.08      | 2.83E-05 |
| Cxcl2         | NM_009140.2      | 70.43       | 1.47E-10 |
| Eid2          | NM_198425.2      | 69.17       | 3.07E-04 |
| 1810011O10Rik | NM_026931.2      | 40.88       | 6.11E-06 |
| Serpina3m     | NM_009253.2      | 38.69       | 1.28E-04 |
| Gpnmb         | NM_053110.4      | 30.18       | 1.46E-05 |
| Ripk3         | NM_001164107.1   | 29.59       | 7.76E-05 |
| Hs6st2        | NM_001077202.1   | 20.94       | 1.40E-06 |
| Il20rb        | NM_001033543.3   | 20.44       | 4.57E-07 |

(Supplemental Table 2) contd.....

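Supplemental Table 2 gives the same kind of values with ROCK2 shRNA. A probe measures 42 of its genes, which the paper chose on these arrays, and 40 were called here, 20 higher and 20 lower. Among them are Gap43, a protein of growing axons (14.6-fold higher), and Pid1, an adaptor of insulin signaling (8.12-fold lower). Ssr1, a subunit of the translocon complex, and Hacd2, an enzyme of fatty acid elongation, were not called by their brighter probes (1.25-fold and 1.07-fold lower). Their other probes were 5.65-fold and 8.30-fold lower. Other probes of called genes varied too. That of Tcim was 37.9-fold higher. Those of Cbfa2t3 (log2 -0.28 and 0.15) and Cfap70 (-0.59) did not pass, against -2.76 and -3.02 by the brighter probes.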

| Gene Symbol | Accession Number | Fold Change | p-Value  |
|-------------|------------------|-------------|----------|
| H2-K2       | NR_004446.1      | 17.97       | 1.61E-05 |
| Gmps        | NM_001033300.2   | 17.85       | 8.40E-08 |
| Cdh2        | NM_007664.4      | 17.84       | 5.56E-06 |
| Usp18       | NM_011909.2      | 17.10       | 8.98E-07 |
| Cxcl10      | NM_021274.1      | 16.90       | 2.99E-06 |
| Tnfaip3     | NM_001166402.1   | 15.34       | 5.00E-08 |
| Gap43       | NM_008083.2      | 15.24       | 2.04E-06 |
| Rxfp1       | NM_212452.1      | 14.92       | 4.13E-04 |
| Cd69        | NM_001033122.3   | 14.84       | 4.09E-04 |
| Slc2a3      | NM_011401.4      | 14.34       | 6.87E-05 |
| Inpp5d      | NM_001110192.1   | 13.99       | 8.69E-05 |
| Irf7        | NM_016850.2      | 12.93       | 2.38E-07 |
| Oasl1       | NM_145209.3      | 12.62       | 1.09E-06 |
| Lphn1       | NM_181039.2      | -4.91       | 1.93E-04 |
| Vwf         | NM_011708.3      | -4.96       | 7.79E-06 |
| Ssr1        | NM_025965.3      | -5.23       | 2.07E-06 |
| Mras        | NM_008624.3      | -5.25       | 1.25E-05 |
| Htra4       | NM_001081187.3   | -5.31       | 1.89E-04 |
| Mgat4c      | NM_001162368.1   | -5.72       | 3.53E-05 |
| Ttc18       | NM_001163638.1   | -5.99       | 3.85E-06 |
| Cbfa2t3     | NM_001109873.1   | -5.99       | 8.18E-07 |
| Pid1        | NM_001003948.2   | -6.36       | 1.38E-04 |
| Fhl1        | NM_001077361.1   | -6.40       | 1.11E-05 |
| Ly6g6d      | NM_033478.2      | -6.48       | 1.98E-04 |
| Ptplb       | NM_023587.2      | -6.75       | 3.46E-05 |
| D0H4S114    | NM_001109988.1   | -7.00       | 2.07E-06 |
| Pcdh17      | NM_001013753.2   | -7.22       | 6.96E-04 |
| Sprr3       | NM_011478.2      | -7.24       | 1.44E-05 |
| Rn7sk       | NR_030687.1      | -7.24       | 5.74E-04 |
| Klk8        | NM_008940.2      | -7.49       | 3.00E-05 |
| Fbln2       | NM_001081437.1   | -8.57       | 9.23E-07 |
| Cryab       | NM_009964.2      | -8.97       | 7.91E-07 |
| Pip5kl1     | NM_198191.2      | -9.15       | 1.64E-04 |
| Acta1       | NM_009606.2      | -10.95      | 1.81E-04 |
| Tm6sf1      | NM_145375.3      | -18.36      | 4.43E-04 |
| Prrg3       | NM_001081135.1   | -26.55      | 9.13E-07 |
| Cdk14       | NM_011074.2      | -32.12      | 5.93E-05 |

**Supplemental Table 3. The Effects of ROCK1 and ROCK2 shRNA on the Expression of the Top VEGF Responsive Genes in MS1 Endothelial Cells**

| Gene Symbol   | Accession Number | Fold Change [V vs C] | Fold Change [VR1 vs V] | Fold Change [VR2 vs V] |
|---------------|------------------|----------------------|------------------------|------------------------|
| Cxcr4         | NM_009911.3      | 36.62                | -3.64                  | -4.39                  |
| Msmg          | NM_001099314.1   | 9.50                 | -4.44                  | N/S                    |
| Hoxb13        | NM_008267.3      | 8.27                 | -9.03                  | -9.90                  |
| 1600029D21Rik | NM_029639.2      | 8.00                 | N/S                    | N/S                    |
| Kcne3         | NM_020574.5      | 7.39                 | -4.44                  | N/S                    |
| Sncaip        | NM_026408.4      | 5.75                 | -2.93                  | -4.37                  |
| 1810011O10Rik | NM_026931.2      | 5.47                 | 2.07                   | N/S                    |
| Lat2          | NM_020044.2      | 5.46                 | N/S                    | -2.04                  |
| Slc14a1       | NM_001171010.1   | 5.32                 | -2.00                  | -2.66                  |
| Ngf           | NM_001111314.1   | 5.26                 | -11.50                 | -12.63                 |
| Rnf144a       | NM_001081977.1   | 5.12                 | N/S                    | -3.62                  |
| St8sia4       | NM_001159745.1   | 5.09                 | N/S                    | N/S                    |
| Pde2a         | NM_001008548.4   | 5.06                 | -2.20                  | -3.57                  |
| Kit           | NM_001122733.1   | 4.93                 | -2.91                  | -2.04                  |
| Nos2          | NM_010927.3      | 4.86                 | N/S                    | -8.21                  |
| Slc44a5       | NM_001081263.1   | 4.82                 | -2.31                  | -2.10                  |
| Pgf           | NM_008827.2      | 4.64                 | N/S                    | -2.90                  |
| Mir27a        | NR_029746.1      | 4.56                 | N/S                    | N/S                    |
| D930048N14Rik | NR_027958.1      | 4.54                 | -2.00                  | -2.30                  |
| Chrb1         | NM_009601.4      | 4.51                 | -2.50                  | -2.36                  |
| Prep          | NM_054077.4      | 4.21                 | -3.50                  | -3.26                  |
| Trib3         | NM_175093.2      | 4.15                 | -2.10                  | N/S                    |
| Csf1          | NM_001113529.1   | -4.65                | N/S                    | 2.30                   |
| Fbln2         | NM_001081437.1   | -4.67                | N/S                    | -2.83                  |
| Sema3c        | NM_013657.5      | -5.02                | N/S                    | 3.34                   |
| Ndst3         | NM_031186.2      | -5.14                | N/S                    | N/S                    |
| Npr3          | NM_001039181.1   | -5.15                | 2.80                   | 3.26                   |
| Timp3         | NM_011595.2      | -5.28                | 2.25                   | 3.38                   |
| Sepw1         | NM_009156.2      | -5.35                | 5.21                   | 5.14                   |
| Pspn          | NM_008954.2      | -5.61                | N/S                    | 4.53                   |
| Cyp1b1        | NM_009994.1      | -5.70                | N/S                    | 2.03                   |
| 1700009N14Rik | NM_001081095.1   | -5.87                | N/S                    | 3.30                   |
| Defb1         | NM_007843.3      | -6.50                | N/S                    | N/S                    |
| Ptplb         | NM_023587.2      | -6.84                | N/S                    | N/S                    |
| Krt19         | NM_008471.2      | -6.87                | 6.13                   | 16.19                  |
| Mgat4c        | NM_001162368.1   | -7.35                | 2.65                   | N/S                    |
| Fhl1          | NM_001077361.1   | -7.95                | 5.07                   | N/S                    |
| Olfr317       | NM_001011769.2   | -9.82                | N/S                    | N/S                    |
| Id2           | NM_010496.3      | -9.86                | 2.00                   | 3.73                   |
| Sprr3         | NM_011478.2      | -11.08               | 2.84                   | N/S                    |
| Atoh8         | NM_153778.3      | -11.17               | 2.65                   | 3.62                   |
| Pip5k1l       | NM_198191.2      | -14.99               | N/S                    | N/S                    |
| Slc16a1       | NM_009196.3      | -15.45               | N/S                    | N/S                    |
| Acta1         | NM_009606.2      | -16.66               | N/S                    | N/S                    |
| Acta2         | NM_007392.2      | -21.96               | N/S                    | N/S                    |
| Id3           | NM_008321.2      | -42.71               | 6.23                   | 14.21                  |

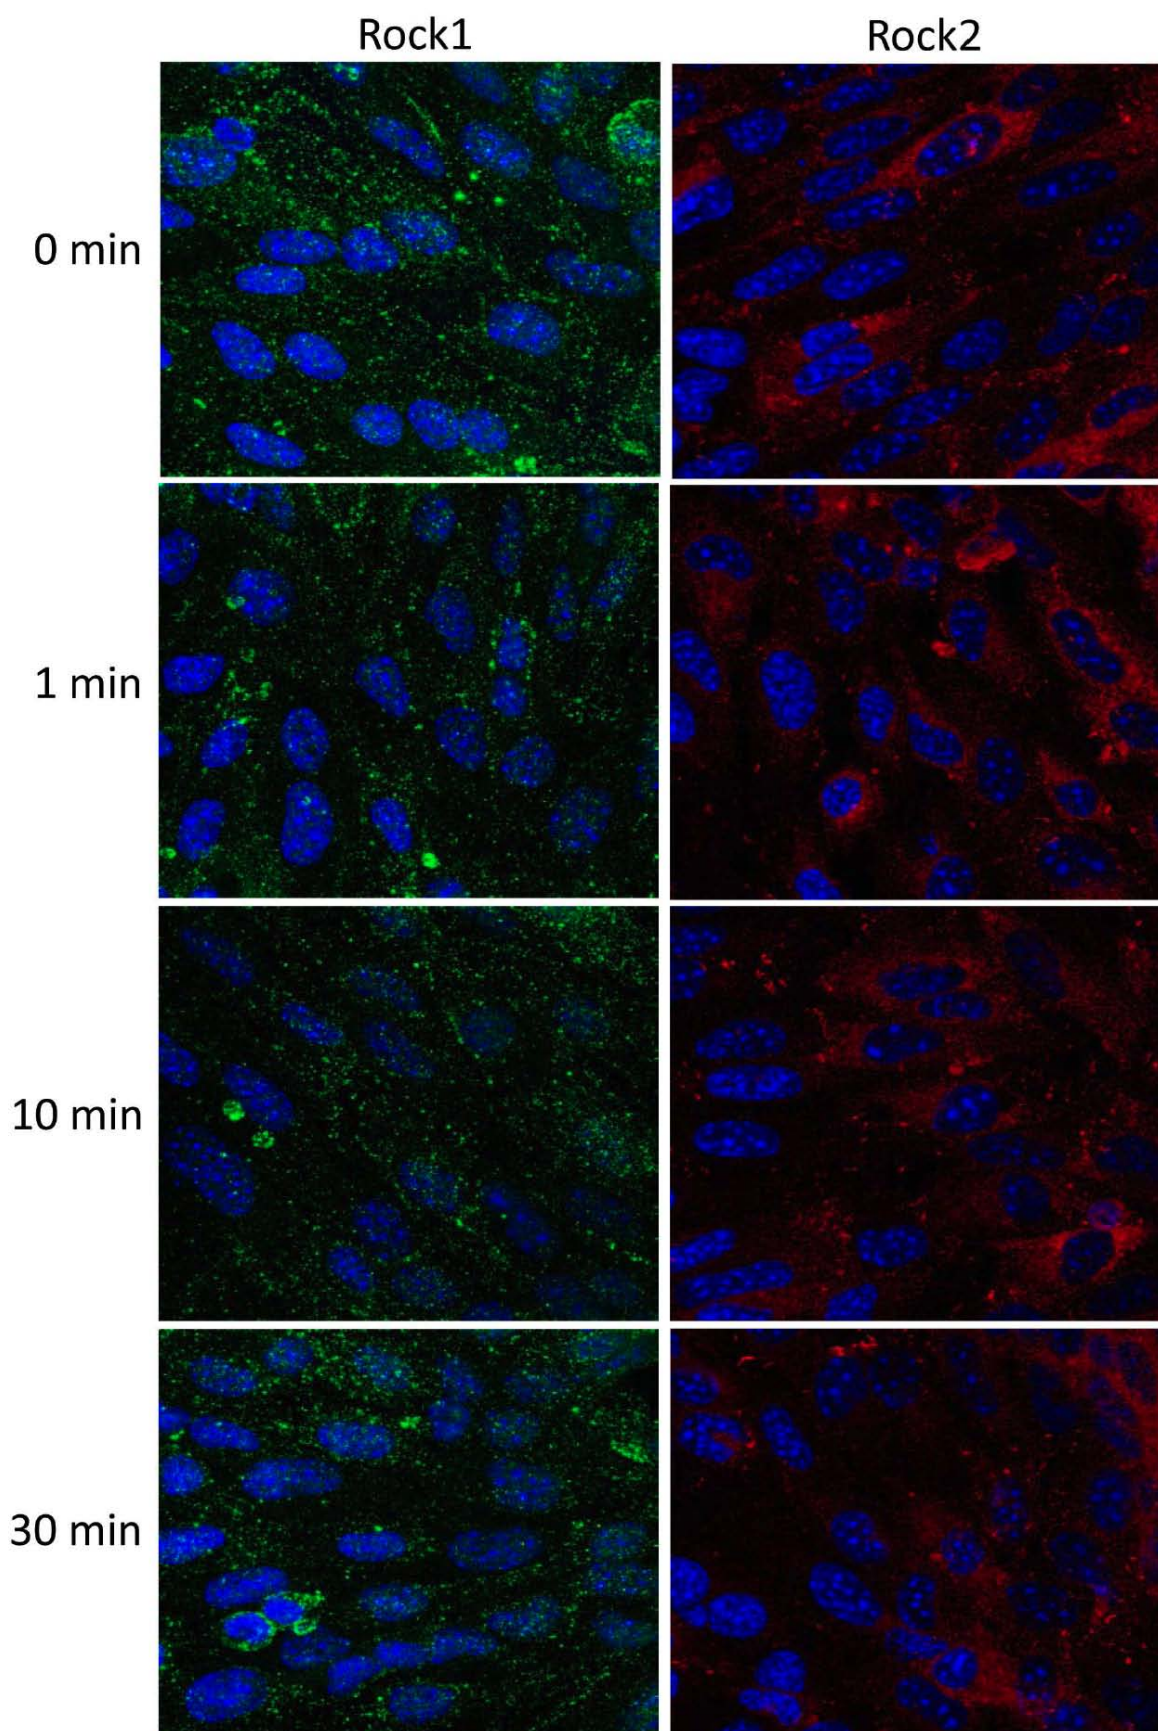

**Supplementary Fig. (1). ROCK1 & 2 localization is not affected by VEGF stimulation of endothelial cells.** Immunofluorescent detection of ROCK1 & 2 subcellular localization in MS1 endothelial cells at 0, 1, 10, and 30 minutes post-stimulation with 2.5 ng/ml VEGF using scanning confocal microscopy.

How the deposited data were processed for this re-analysis (not part of the article)

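MS1 mouse endothelial cells with control, ROCK1 or ROCK2 shRNA vectors received VEGF at 2.5 ng/ml or a sham treatment over 12 hours, which makes 6 groups. For each group 6 cultures were pooled, and the RNA of the pool was hybridized to 3 arrays of the Phalanx Mouse v2 OneArray platform, a 1-colour array. The 18 arrays were grouped by the hairpin and treatment in their labels. The labels of the control arrays name no hairpin, and their non-targeting vector is taken from the paper's text. All 18 arrays were used.

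The intensities were deposited by the authors as a table of linear spot signals after background subtraction. Within an array, 100% of the values are whole multiples (within 0.05) of a common step, and the highest value is 65479 to 65491 steps. Each array was thus multiplied by a factor of its own, and no log transformation or change of single probes was seen. Which software made the table, and how each factor was chosen, the labels and the paper's text do not state. The medians of the 3 arrays were 165.4, 89.9 and 64.5 in control sham cells, 187.7, 195.7 and 170.7 in ROCK1 sham cells, 121.6, 114.1 and 128.0 in ROCK2 sham cells, 87.9, 83.2 and 92.9 in VEGF-treated control cells, 129.8, 56.2 and 123.1 in VEGF-treated ROCK1 shRNA cells, and 70.3, 92.0 and 78.0 in VEGF-treated ROCK2 shRNA cells. Their 75th percentiles ran from 615.5 to 1069.4. The table was therefore not on a scale common to all groups. It had been planned to use it as deposited. After this was seen, and after the values of about 19 named genes had been looked at but before any test was run, quantile normalization became the main scaling, and the values as deposited became an alternative.

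Values at or below 0 (250 to 1097 per array) were treated as missing, and the others were quantile normalized across the 18 arrays and log2 transformed. Of the 26423 probes, 23897 were measured on every array. Probe names were taken from the platform's annotation and matched to the reference annotation of the mouse genome (GRCm38.p6). A symbol was available for 20377 probes, and 6046 had none. Of the symbols, 18213 are current, 2126 were matched through an older symbol and 38 were kept as on the platform. They name 17742 genes, 2278 of them with more than 1 probe, and a gene is represented by its probe of highest mean signal. No probe carries the symbol Rock2, Gapdh, Yeats2 or Spry2. Near the top of the scanner's range, within 1% of the highest value, 34 probes lay on every array of at least 1 group, and 0 of these represent a gene named in the text. The 10th percentile of the scaled signals is 9.25 and their median 119.5. A fold against a group lying wholly below the 10th percentile is given as a bound computed from it.

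Group means were fitted to all 18 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with no block for the replicate number. P-values were adjusted by the Benjamini-Hochberg method over all probes tested. A probe was called at an adjusted p under 0.05 and a change over 3-fold. The comparisons were ROCK1 and ROCK2 shRNA against control cells under sham and under VEGF, VEGF against sham in each line, ROCK2 against ROCK1 shRNA, and the difference of the VEGF response between each knockdown line and control cells. Ablation needed a change of at least 2-fold against VEGF-treated control cells, opposite to the VEGF response, at an adjusted p under 0.05. Its 95% interval is the exact Clopper-Pearson interval. Overlaps and ablated shares were set against 20 simulations without an effect. Overlaps of comparisons sharing the control sham arrays were counted again with none in both, which was added after the results were seen. Since the arrays of a group share a pool, neither the p-values nor the simulations can speak to the spread between cultures. Arrays of a group correlated at a median of 0.977, and the median standard deviation within a group was 0.182 on the log2 scale. The number of arrays limits the precision.

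The tests, the alternatives, the 19 gene lists and the rule for the genes named were fixed before the data were examined, with these exceptions. The main scaling and the values as deposited changed places afterwards, and tests and settings said to be added later were. The lists cover the ROCK pathway, serum response factor and contractile genes, ID and BMP targets, endothelial identity, angiogenic and VEGF response genes, interferon-stimulated genes, NF-kB and inflammatory genes, immediate early genes, cell cycle, apoptosis, matrix and adhesion, ER stress and amino acid response, cholesterol synthesis, hypoxia and glycolysis, and markers of islet cells, fibroblasts and mural cells, leukocytes, epithelium and melanocytes. They were written from general knowledge after the supplemental tables had been read, and they hold genes of those tables. Their tests are thus not independent of these arrays. Lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, and adjusted over the 19 lists of a comparison. The genes named are those of the paper's text and of Fig. 4C and Fig. 7F, those of Supplemental Tables 1 to 3 in their comparison (their values in those tables had been seen), the 10 rising and 10 falling genes of largest fold in each comparison with all arrays of a group above those of the other, and the 4 called members of largest fold in each list. A gene outside this rule is said to be so where it is named. Of the genes so chosen, those measured on fewer than 3 arrays of a group are left out of the text. Steap2, Tagln and Olfr317 are exceptions and are given with their number of arrays. Where a supplemental table prints a symbol and an accession of different genes (Ngf with Ngef, Prep with Prelp), the accession was used. Supplemental Tables 1, 2 and 3 list 47, 46 and 46 genes, of which 42, 42 and 44 could be measured.

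Tested on simulated data with 26398 probes, the fit called 33, 46 and 44 of 50 probes changed 4-fold, 8-fold and 16-fold between ROCK1 shRNA and control cells, and 5 unchanged probes. For VEGF in control cells it called 34, 46 and 45 of 50 and 2 unchanged probes. It called 150 of 190 simulated differences of the VEGF response and 9 unchanged probes. Of 20 simulated lists it called the 1 that was changed and 0 of the 19 that were not. The simulated probes varied independently, each with the same spread in all groups. The simulations therefore cannot show how correlated genes or a noisier group affect the calls.

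The alternatives were the values as deposited, centring each array on its median, a floor at the 10th percentile of each array, leaving out the third of probes with the lowest mean, 1 probe per gene, a fit of the compared arrays only, the unpaired test named in the paper's methods at p under 0.01 and after Benjamini-Hochberg adjustment, an adjusted p under 0.01, a 2-fold limit, other definitions of ablation, the replicate number as a block, and leaving out each array in turn. Shifting each array to a common 75th percentile was added after the data were seen. Tables and tests were made in R, and figures in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.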

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

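The tests of the control sham pool, of noise in the control sham arrays, of leukocytes in the culture, of the sham ROCK2 shRNA pool and of a response to the hairpin vectors were chosen after the results were seen.

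The change that VEGF brought within a line differed from that of control cells for 508 probes in ROCK1 shRNA cells (324 higher, 184 lower) and for 861 probes in ROCK2 shRNA cells (475 higher, 386 lower), by limma's test of the difference between the responses. VEGF changed Trib3, a pseudokinase of the stress response, by a log2 of 2.10 in control, -1.55 in ROCK1 shRNA and -0.29 in ROCK2 shRNA cells. For Insig1, which restrains cholesterol synthesis, these values were 1.13, -1.09 and -0.86, for Timp3 -2.36, 0.65 and -0.49, and for Id3 -5.22, 2.53 and 0.18. The change of ID and BMP target genes with VEGF was shifted upward from that in control cells, where VEGF lowered them, in both lines (camera adjusted p = 1.6e-05 and 8.38e-05). The split of these probes depended on the scaling, with 68 higher and 699 lower in ROCK1 shRNA cells with the values as deposited. Relabelling the 6 arrays of a knockdown line gives 20 labelled splits, too few for a share under 0.05. The arrays of a group share a pool, so these splits cannot speak to differences between pools. In each line 2 splits called as many probes as the real one or more, the real one included, and the exchange of VEGF and sham called 601 and 1328 probes.

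Directly compared, ROCK2 and ROCK1 shRNA cells differed in 406 probes (283 higher and 123 lower with ROCK2 shRNA). Of the inflammatory list, 29 of 39 NF-kB and inflammatory genes were higher in ROCK2 than in ROCK1 shRNA cells (29 adjusted over the list alone, camera adjusted p = 5.07e-25). Cxcl1, a chemokine for neutrophils, was 29.4-fold higher and Tnfaip3 30.1-fold higher. The paper does not report VEGF against sham within the knockdown lines. There VEGF changed 108 probes in ROCK1 shRNA cells (72 higher, 36 lower) and 534 in ROCK2 shRNA cells (216 higher, 318 lower). In ROCK1 shRNA cells the number was 192 without array 3 of the VEGF-treated cells, 62 after centring and 27 with a fit of the compared arrays alone, and the split was 15 higher and 1133 lower with the values as deposited, and in ROCK2 shRNA cells 29 higher and 2417 lower with matched 75th percentiles.

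For a comparison of 3 arrays with 3, the arrays can be split in 10 ways, which is too few for a share under 0.05. The arrays of a group repeat a single pool, so any difference between pools would put the real split first. The ranks and counts below therefore cannot speak to effects of the hairpins or of VEGF. The real split ranked 1 in each of the 8 comparisons of this kind, of which the split of ROCK2 against ROCK1 shRNA cells was added after the results were seen. The highest count of any other split was 2 probes for ROCK1 shRNA against control (683 for the real one), 1 for ROCK2 shRNA against control (717) and 2 for VEGF in control cells (434). It was 8 for VEGF-treated ROCK1 shRNA against VEGF-treated control cells (573) and 3 for VEGF-treated ROCK2 shRNA cells (585). Within the ROCK1 and ROCK2 shRNA lines it was 2 in each, against 108 and 534, and between these lines 2 against 406.

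Control sham cells stood apart from all 5 other groups in 53 probes, 32 higher and 21 lower, a pattern in the paper's reference group that the paper does not report. Higher in control sham cells were Acta1, Acta2, Id3, Fhl1 and Fbln2, and lower were Cxcr4 and the potassium channel subunit Kcne3. A single outlying array is argued against for most of these probes, since 43 to 45 stayed apart without any 1 control sham array. The scaling does not account for all of them, though many depend on it. With the values as deposited 28 stayed apart, after centring 35 and with matched 75th percentiles 34. VEGF-responsive probes had moved by a median log2 of 1.01 in the direction of the VEGF response in sham ROCK1 shRNA cells, but with no control array in both comparisons the median was -0.12 to 0.42, so noise of the shared arrays may account for much of it. A difference of the control sham pool itself stays open. Such a difference and an effect common to ROCK knockdown and VEGF cannot be told apart, because control sham cells were measured from 1 pool.

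NF-kB and immediate early genes were high in sham ROCK2 shRNA cells and fell with VEGF, where Csf2 was 248-fold lower, Cxcl2 131.8-fold lower and Tnfaip3 20.4-fold lower than in sham ROCK2 shRNA cells. Leukocytes in the culture are argued against, since their 16 measured markers had a median log2 change of 0.02 (quartiles -0.17 and 0.24). Of these markers 1, Cd14, rose over 2-fold, and the brightest, Cd68, went from 9298 to 13560, while bright NF-kB genes such as Nfkbia rose from 18870 to 61480 and Vcam1 from 17080 to 45100 (these last 3 genes were chosen outside the rule, after their values were seen). A single array or the scaling is argued against by a camera adjusted p of at most 7.06e-11 for both lists without any 1 array and under 3 other scalings. A difference of the sham ROCK2 shRNA pool stays open, as VEGF changed the NF-kB list by a median log2 of -0.99 in this line and each group came from 1 pool.

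In both knockdown lines, with and without VEGF, 62 probes changed alike against control cells of the same treatment, 38 higher and 24 lower, in genes outside those the paper discusses as well as some within. Eid2, Ripk3, Gmps and Usp18 were among those higher, and Prrg3, Nrep and Klk8 among those lower. Control arrays shared by comparisons are argued against, since 81 probes were called alike in sham ROCK1 and VEGF-treated ROCK2 shRNA cells, which were set against different control arrays, where independent lists would share 7.6. Under sham at least 187 were called alike with both hairpins with no control array in both comparisons, against at most 16.1 for independent lists. The control sham arrays of these counts still come from 1 pool. A response to the hairpin vectors or their selection stays open, as 25 of 47 interferon-stimulated genes were higher in all 4 comparisons. With 1 hairpin line per paralog and 1 control line, it cannot be told apart from an effect common to both paralogs.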

How the results depend on the processing

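Matching the 75th percentiles of the arrays was chosen after the data were seen. The values as deposited, planned as the main scaling, became an alternative after the scale of the arrays was seen. The other alternatives were chosen before. All alternatives set beforehand were run. Causes were not tested unless an alternative's construction gives them, as fewer probes tested or a looser limit do.

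The numbers of probes called that moved by more than 1.5 times, and the ablated shares that left the 95% interval of the main share, were as follows. With the values as deposited, ROCK1 shRNA against control gave 2168 (1893 of them not with ROCK2 shRNA), VEGF in control cells 275, VEGF-treated ROCK2 shRNA against VEGF-treated control cells 382, VEGF in ROCK1 shRNA cells 1148, and the differences of the VEGF response 767 (ROCK1 shRNA) and 530 (ROCK2 shRNA). Centring arrays on their medians gave 62 and 955 for VEGF in ROCK1 and ROCK2 shRNA cells, and an ablated share of 45.7% with ROCK1 shRNA. Matched 75th percentiles gave 2446 for VEGF in ROCK2 shRNA cells, 659 probes called only with ROCK1 shRNA and an ablated share of 50.7% with ROCK1 shRNA. Beyond the shifts given with the data, VEGF against sham shifted the median probe by a log2 change of -0.77, 0.16 and -0.23 in ROCK1 shRNA cells and -0.20, 0.41 and -0.37 in ROCK2 shRNA cells under these 3 scalings. A floor at the 10th percentile gave 367 for VEGF-treated ROCK2 shRNA against control cells and 349 for VEGF in ROCK2 shRNA cells.

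Without the third of probes that were dimmest, which tests fewer probes, the numbers were 401 for ROCK1 shRNA, 413 for ROCK2 shRNA, 170 for VEGF in control cells, 214 and 212 for the VEGF-treated knockdowns against control, 48 and 182 for VEGF in ROCK1 and ROCK2 shRNA cells, and 311 and 481 for the differences of the response. Of these 166 were shared by both hairpins, 230 called only with ROCK1 and 242 only with ROCK2 shRNA. With 1 probe per gene ROCK2 shRNA gave 476 (293 not with ROCK1 shRNA), VEGF in ROCK1 and ROCK2 shRNA cells 68 and 294, the difference of the response with ROCK2 shRNA 547, and the share ablated with ROCK2 shRNA was 43.05%. A fit of the compared arrays alone gave 281 for VEGF in control cells, 27 for VEGF in ROCK1 shRNA cells and ablated shares of 32.4% and 31.7%. The paper's unpaired test at p under 0.01 gave 244 for VEGF in control cells, 314 and 316 for the VEGF-treated knockdowns, 70 and 282 within the knockdown lines, and shares of 29.9% and 29.1%. After adjustment it gave 195, 253, 309, 12, 302, 28.7% and 33.3%. An adjusted p under 0.01 gave 359 and 366 for the VEGF-treated knockdowns, 58 and 274 within the knockdown lines, and 326 and 546 for the differences of the response.

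The looser 2-fold limit gave 2015 for ROCK1 shRNA, 1943 for ROCK2 shRNA, 858 for both, 1130 and 1058 for either alone, 1036 for VEGF in control cells, 1631 and 1413 for the VEGF-treated knockdowns, 374 and 1693 within the knockdown lines, 1314 and 2181 for the differences of the response, and a share of 31.4% ablated with ROCK2 shRNA. Setting the level after VEGF against sham control cells gave shares of 48.85% and 47.7%. Counting a probe as ablated where the response within the knockdown line was under 50% of that in control cells on the log2 scale gave 93.1% and 89.9%.

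Leaving out 1 array at a time gave 621 to 1043 for ROCK1 shRNA, 673 to 979 for ROCK2 shRNA, 244 to 476 shared, 349 to 562 and 404 to 498 for either alone, 413 to 492 for VEGF in control cells, 474 to 822 and 506 to 682 for the VEGF-treated knockdowns, 73 to 192 and 421 to 697 within the knockdown lines, 437 to 569 and 710 to 1104 for the differences of the response, and shares of 31.2% to 46.5% and 32.1% to 44.8%. Control sham array 1 moved the ROCK1 shRNA number (1043) and the shared number (476) by over 1.5 times, and array 3 of VEGF-treated ROCK1 shRNA cells the number within that line (192). With the replicate number as a block, the ROCK1 shRNA number was 669 and the ROCK2 shRNA number 715. Deviations of same-numbered arrays correlated at a median of 0, above 0.1 in 3 of 45 pairs, and 7 of 18 arrays went best with their own number, so the numbers do not pair the arrays.

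Single values that turned were these. With the values as deposited, VEGF in ROCK1 shRNA cells changed Acta2 by -0.81 and Prrg3 by -0.49 (log2), and in ROCK2 shRNA cells Mcam by 0.02 and Prrg3 by -0.07. Mcam was at 0.63 after centring on medians and Prrg3 at -0.24 with matched 75th percentiles. With a floor, Tagln (measured on 2 sham arrays with ROCK2 shRNA) was at 0.02 with ROCK2 shRNA and its difference of the VEGF response at -0.01. Lists that turned direction for VEGF in ROCK2 shRNA cells were endothelial identity (adjusted p = 0.0416 as deposited, 0.0234 centred), interferon-stimulated genes (0.509 and 0.114), angiogenic genes (0.652 centred) and ER stress genes (0.975 centred). Cell cycle genes turned for the difference of the response with ROCK2 shRNA (0.0247 as deposited, 0.0156 centred), for ROCK1 shRNA against control under sham (0.0135 centred) and for VEGF in ROCK1 shRNA cells (0.00359 centred, 0.0185 with matched 75th percentiles).

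Of the results for single genes, 518 of 575 kept their direction and side of the threshold with the values as deposited, 532 after centring, 547 with matched 75th percentiles, 558 of 580 with a floor and 409 of 486 by the paper's test after adjustment. Of 171 results for lists 146, 132 and 147 did so under the 3 scalings. For interferon-stimulated genes the calls of both hairpins and of VEGF in control cells held under each setting run. Precision at low signals is limited, since probes under a signal of 9.25 lie in the lowest 10% and were often missing.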

Differences from the paper's values

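Counts of changed genes were larger here, where probes were counted at an adjusted p under 0.05 and over 3-fold and the paper used p under 0.01 and 3-fold. For ROCK1 shRNA against control 683 probes were called and the paper's value is 222, and for ROCK2 shRNA 717 against the paper's 265. None of 17 alternatives came within 1.5 times of either. They were set before the data were examined, except that the values as deposited were then planned as the main scaling. Probes called only with ROCK1 shRNA were 412 and the paper's number is 126, which none of 20 alternatives approached. Probes called only with ROCK2 shRNA were 446 and the paper's number is 169. For VEGF in control cells 434 probes were called and the paper's value is 114. For these last counts only the alternative without the third of dimmest probes did not differ (1 of 20 and 1 of 17). At the paper's own thresholds, by the unpaired test of its methods, the numbers here were 511 for ROCK1 shRNA, 519 for ROCK2 shRNA and 244 for VEGF in control cells. Probes called with both hairpins were 265, against the paper's about 96 in Fig. 7E, read by eye, which no alternative reached. The paper's ablated share is larger with ROCK2 than with ROCK1 shRNA, while the shares here were alike (38.0% and 38.7%).

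For ROCK1 shRNA, 219 probes were higher against the paper's about 95 in Fig. 7C, read by eye, with no difference only without the dimmest probes, and 464 were lower against the paper's about 130 in Fig. 7C, read by eye, with no difference only with the values as deposited. For ROCK2 shRNA, 343 were higher against the paper's about 170 in Fig. 7D, read by eye, with no difference without the dimmest probes and with 1 probe per gene, and 374 were lower against the paper's about 99 in Fig. 7D, read by eye, which no alternative reached. By the test of the paper's methods, 1971 probes passed 2-fold and p under 0.05 with ROCK1 shRNA, against the paper's about 1100 in Fig. 7A, read by eye (no difference without the dimmest probes). At 2-fold and p under 0.01 the number was 1370 against the paper's about 630 in Fig. 7A, read by eye (differing under all 4 alternatives). At 3-fold and p under 0.05 it was 641 against the paper's about 390 in Fig. 7A, read by eye (no difference with a floor or without the dimmest probes). With ROCK2 shRNA 1951 probes passed 2-fold and p under 0.05 against the paper's about 1300 in Fig. 7B, read by eye (no difference with the values as deposited, a floor or without the dimmest probes). At p under 0.01 the number was 1439 against the paper's about 780 in Fig. 7B, read by eye (no difference with the values as deposited).

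Most fold changes of the supplemental tables did not differ: of 42 genes measured for ROCK1 shRNA 6 did, of 42 for ROCK2 shRNA 2, and of 44 for VEGF in control cells 5. For VEGF-treated ROCK1 shRNA against VEGF-treated control cells 4 of 25 differed and 22 had the paper's direction (correlation of the log2 values 0.82), and for VEGF-treated ROCK2 shRNA cells 0 of 26 differed. The paper writes a lower level as a negative fold. With ROCK1 shRNA the values here and the paper's were 17.51 and the paper's 26.78 for Mir33, -10.83 and the paper's -6.91 for Cfap70, -16.36 and the paper's -10.63 for Zfp334, and -21.10 and the paper's -13.85 for Acta1. With VEGF in control cells they were -3.397 and the paper's -5.14 for Ndst3, -3.799 and the paper's -5.87 for 1700009N14Rik, -7.132 and the paper's -11.17 for Atoh8, and -10.16 and the paper's -16.66 for Acta1. For VEGF-treated ROCK1 shRNA against VEGF-treated control cells Atoh8 was at 1.663 and the paper's value is 2.65. Each of these 9 did not differ with the values as deposited or after centring arrays on their medians. All but the last also came within the paper's value without 1 or 2 of the single arrays left out in turn, and the other alternatives set beforehand still differed. Matching 75th percentiles, chosen after seeing the values, also closed these 9 and dropped 0 of the 123 table genes called here.

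Other genes differed under more alternatives. Enah was at 2.57 with ROCK1 shRNA against the paper's 9.3, without a difference only with the values as deposited. It was called with the values as deposited, after centring and with matched 75th percentiles, and another Enah probe was 5.85-fold higher. Chrdl1 was at 27.12 against the paper's 9.03, under every alternative, and another probe of it was 7.29-fold higher. With ROCK2 shRNA Ssr1 was at -1.245 against the paper's -5.23 and Hacd2 at -1.065 against the paper's -6.75. No alternative closed these, and the other probes of both genes were 5.65-fold and 8.30-fold lower. With VEGF in control cells Hacd2 was at -1.358 against the paper's -6.84, which no alternative closed, and its other probe was 5.05-fold lower (adjusted p = 4.95e-07 from limma). Olfr317, which the paper lists as lower with VEGF and which was not called here (adjusted p = 0.336 from limma, measured on 2 VEGF arrays), was called with matched 75th percentiles, a setting chosen after seeing the values. In VEGF-treated ROCK1 shRNA against VEGF-treated control cells, Kcne3 was at 1.081 against the paper's -4.44, Tcim at -1.301 against the paper's 2.07 and Fhl1 at -5.009 against the paper's 5.07. None of these 3 was closed by an alternative. The paper prints -4.44 for Msmp as well, which was at -4.682 here, and for Fhl1 only the sign differs. The cause is not settled.

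Fig. 7F shows a Tm6sf1 band in ROCK1 shRNA cells about as strong as in control cells, read by eye, while the array signal was 7.65 against 82.9 in control cells, near the floor of the arrays. The other 10 genes of that panel went in the direction shown, except that the change of Id1 with ROCK2 shRNA did not pass (adjusted p = 0.445 from limma).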

Other observations

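The numbers of sham changes called again under VEGF were computed after the results were seen. In ROCK1 shRNA cells ER stress and amino acid response genes were lower with VEGF than under sham, 19 of 28 (20 adjusted over the list alone, camera adjusted p = 7.6e-22). Fos and Fosb, immediate early genes of the AP-1 family, were 6.54-fold and 6.26-fold higher with VEGF (each adjusted p 4.09e-08 or less from limma, n = 3 arrays per group). Slc1a4, a carrier of neutral amino acids, was 4.85-fold lower. Of 35 endothelial identity genes 7 were higher (9 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.00063). In ROCK2 shRNA cells 24 of 39 NF-kB and inflammatory genes were lower with VEGF than under sham, against 2 higher (25 and 3 adjusted over the list alone, camera adjusted p = 2.63e-16). So were 17 of 23 immediate early genes, against 1 higher (17 and 2 adjusted over the list alone, camera adjusted p = 6.44e-11). As said above, a difference of the sham ROCK2 shRNA pool stays open. So does a difference of the sham ROCK1 shRNA pool. Trib3 was at 7075 in that pool, 2419 with VEGF in the same line and 1178 in control sham cells, and Fos was at 98.9, 647 and 1481.

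In VEGF-treated cells, hypoxia and glycolysis genes were lower with either hairpin than in control cells, 13 of 26 against 1 higher with ROCK1 shRNA (13 and 2 adjusted over the list alone, camera adjusted p = 0.000642) and 12 against 1 with ROCK2 shRNA (15 and 1 adjusted over the list alone, camera adjusted p = 0.000274). Cholesterol synthesis genes were lower with ROCK1 shRNA, 9 of 17 against 1 (9 and 1 adjusted over the list alone, camera adjusted p = 0.000306). Interferon-stimulated genes stayed higher than in VEGF-treated control cells, 28 of 47 against 2 lower with ROCK1 shRNA (31 and 2 adjusted over the list alone) and 34 against 1 with ROCK2 shRNA (36 and 1 adjusted over the list alone). Hs6st2 was 41.3-fold higher with ROCK1 and 64.4-fold higher with ROCK2 shRNA, and fibronectin (Fn1) was 4.69-fold lower with ROCK2 shRNA.

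Most sham changes were not called again under VEGF. Of 683 probes called with ROCK1 shRNA under sham, 125 (18.3%) were called in the same direction under VEGF and 8 in the opposite one, and of 717 with ROCK2 shRNA 119 (16.6%) and 10. Independent lists would share 7.2 and 7.9 probes. At an adjusted p under 0.05 without the fold limit, 275 (40.3%) and 249 (34.7%) of the sham calls moved the same way under VEGF.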
